# Extracellular Vesicle-Contained microRNA of *C. elegans* as a Tool to Decipher the Molecular Basis of Nematode Parasitism

**DOI:** 10.3389/fcimb.2020.00217

**Published:** 2020-05-25

**Authors:** Thomas B. Duguet, Julien Soichot, Rostyslav Kuzyakiv, Lars Malmström, Lucienne Tritten

**Keywords:** nematode, host, microRNA, secreted, extracellular vesicles, computational analysis, immunomodulation, host-parasite relationships

## Abstract

Among the fundamental biological processes affected by microRNAs, small regulators of gene expression, a potential role in host-parasite communication is intriguing. We compared the miRNA complement of extracellular vesicles released by the free-living nematode *Caenorhabditis elegans* in culture to that of other adult parasitic nematodes. Expecting convergent functional roles for secreted miRNAs due to the common parasitic lifestyle of the organisms under investigation, we performed a miRNA sequence analysis as well as target search and pathway enrichment for potential mRNA targets within host immune functions. We found that the parasite miRNA seed sequences were more often identical to those of *C. elegans*, rather than to those of their hosts. However, we observed that the nematode-secreted miRNA fractions shared more often seed sequences with host miRNAs than those that are not found in the extracellular environment. Development and proliferation of immune cells was predicted to be affected several-fold by nematode miRNA release. In addition, we identified the AGE-RAGE signaling as a convergent targeted pathway by species-specific miRNAs from several parasitic species. We propose a multi-species comparative approach to differentiate those miRNAs that may have critical functions in host modulation, from those that may not. With our simple analysis, we put forward a workflow to study traits of parasitism at the miRNA level. This work will find even more resonance and significance, as an increasing amount of parasite miRNA collections are expected to be produced in the future.

## Introduction

MicroRNAs (miRNAs) represent a class of non-coding RNAs that function as regulators of gene expression, impacting multiple and various physiological functions within eukaryotic organisms. Approximately 20 nucleotides in length, these small molecules target messenger RNA (mRNA) by complementary base pairing and induce mRNA degradation with subsequent inhibition of translation (Bartel, 2009; Fabian et al., 2010). This phenomenon was first described in the free-living nematode *Caenorhabditis elegans* (Lee et al., 1993; Wightman et al., 1993; Reinhart et al., 2000), which led to the subsequent identification of so far over 2,500 human miRNAs predicted to target at least 60% of human genes (Lewis et al., 2005; Friedman et al., 2009). The past decade has seen numerous reports of the ubiquitous nature of miRNA-derived regulation of gene expression while enriching current databases with 38,589 miRNAs in the most recent miRBase release (v. 22) (Griffiths-Jones et al., 2008; Kozomara et al., 2019).

Among the fundamental biological processes affected by miRNAs, a potential role at the host-parasite interface is intriguing. Host-parasite interactions, shaped by thousands of years of co-evolution, are characterized by a highly complex molecular dialogue, including the release and transport of miRNAs. Recent studies suggest that parasites utilize their secreted miRNAome to divert and modulate responses of the host immune system to favor their own development (reviewed in Eichenberger et al., 2018b; Tritten and Geary, 2018). These interactions are at least partly mediated through the secretion and trafficking of parasite-derived extracellular vesicles (EVs), which transport a large diversity of bioactive proteins, lipids, and nucleic acids, among which miRNAs are highly represented (Valadi et al., 2007; Bernal et al., 2014; Buck et al., 2014; Eichenberger et al., 2018a; Tritten and Geary, 2018).

The significant level of identity between host and parasite miRNAs, including for *Brugia malayi* and *Fasciola hepatica* and their respective hosts, was emphasized (Buck et al., 2014; Fromm et al., 2015; Zamanian et al., 2015). This putative convergent evolution is predicted to endow the parasite with the capacity to hijack host miRNA regulatory networks. This identity extends to entire parasite-derived miRNA sequences, but may also be critically important even if restricted to the seed region that binds to cognate mRNAs.

The nematode *C. elegans* has been extensively used as a model organism for research in developmental biology. Its genome was the first to be sequenced and its miRNAome is very well-characterized, with 253 precursors and 437 mature sequences in miRBase release 22 (Kozomara et al., 2019). Based on its free-living lifestyle and our extensive knowledge of its genome and biology, comparing nematodes such as *C. elegans* with parasitic nematodes can be used to uncover the molecular basis of parasitism. *C. elegans*, too, release EVs, which play crucial roles in development and behavior (Beer and Wehman, 2017). The model has also proved valuable to improve our mechanistic understanding of EV release, and the components involved in EV formation (Wehman et al., 2011; Hyenne et al., 2015; Beer and Wehman, 2017).

To date, the secreted miRNAomes of many nematode species have been sequenced and characterized, providing a basis for a computational and experimental effort to identify the targets of key immunomodulatory parasite-derived miRNAs. Here, we have characterized the miRNA complement of EVs released by *C. elegans* in culture. We compared our data to the excretory/secretory (E/S) miRNAs released by other adult parasitic nematodes *in vitro*. Expecting convergent functional roles for secreted miRNAs due to the common parasitic lifestyle of the organisms under investigation, we performed target search and pathway analysis for potential mRNA targets within host immune functions.

## Materials and Methods

### *C. elegans* Cultures and Media Processing

The hermaphrodite strain N2 (Bristol) was obtained from the *Caenorhabditis* research center, University of Minnesota. They were fed with *Escherichia coli* OP50, maintained, and synchronized as described (Stiernagle, 2006). Synchronized young adult cultures were obtained 3 days after seeding ~10,000 eggs per nematode growth medium plate. Young adults were thoroughly washed before incubations for 5 or 24 h in M9 buffer (Stiernagle, 2006). Between 35,500 and 158,000 worms were used for each experiment (listed in Supplementary Table S1). Worms were removed from media by sedimentation and supernatants were processed by sequential centrifugations at 4°C: 10 min at 1,500 × g and 45 min at 12,000 × g. Ultracentrifugations were performed in a Beckman ultracentrifuge (Optima L-80 XP), using a SW40Ti rotor and Ultra-Clear thinwall tubes (14 × 95 mm, Beckman 344060) as follows: 2 h at 120,000 × g, 4°C; the pellet was washed with cold sterile PBS (Gibco), and centrifuged again for 2 h at 120,000 × g, 4°C, as described (Théry et al., 2006; Sotillo et al., 2016). The resulting pellet was lyzed in Trizol reagent (Ambion) and stored at −20°C until further processing. Total RNA was isolated from all 4 samples in parallel, using a modified phenol/chloroform extraction protocol designed to increase the yield and quality of small RNA species (Zununi Vahed et al., 2016). Briefly, following the Trizol reagent manufacturer's instructions and after the usual phase separation, 3M potassium acetate pH 5.2 was added at 1:10 ratio to the collected aqueous phase, incubated for 30 min at −20°C, and spun at 12,000 × g for 12 min at 4°C. Subsequently, the supernatant was mixed with 1 equal volume of 2.5 M LiCl and 2 equal volumes of pre-chilled ethanol. After 2 h at −80°C, the mixture was spun at 16,000 × g for 20 min at 4°C. Pellets were air-dried, solubilized in nuclease-free dH_2_O, and stored at −80°C. RNA from two 5 and 24 h incubations each, respectively, were pooled and shipped on dry ice to LC Sciences for miRNA sequencing.

### miRNA Sequencing and Analysis

RNA quality was checked using an Agilent Technologies 2100 Bioanalyzer (Supplementary File S1). The library was prepared following Illumina's TruSeq small-RNA-sample preparation protocols. Single-end sequencing (50 bp) was performed on Illumina's HiSeq 2500 sequencing system. Raw reads were subjected to LC Sciences proprietary program, ACGT101-miR (LC Sciences, Houston, Texas, USA) to analyze the data. Adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats were removed (Supplementary File S1). Unique sequences with 18~26 nucleotides in length were mapped to *C. elegans* precursors in other nematode miRNA precursors in miRBase v. 22 to identify known miRNAs and novel 3p- and 5p- derived miRNAs. The unmapped sequences were BLASTed against the *C. elegans* genome, and hairpin structures were predicted from the flanking 80 nt sequences using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi). Normalization of sequence counts in each sample was achieved by dividing the counts by a library size parameter of the corresponding sample, as in Tritten et al. (2016; GEO accession GSE144289). Mature sequences were re-annotated using MirGeneDB 2.0, a database containing recently curated miRNA information (Fromm et al., 2020).

### Mass Spectrometry Analysis

EV-enriched samples from two independent incubations of 5 and 24 h each were submitted for mass spectrometric analysis at the Functional Genomics Center Zurich. Briefly, samples were precipitated using trichloroacetic acid. Protein pellets were washed twice with cold acetone, dried and resuspended in 45 μl 10 mM Tris, 2 mM CaCl_2_, pH = 8.2, and 5 μl trypsin 100 ng/μl in 10 mM HCl). A microwave assisted digestion of 30 min at 60°C was observed, after which samples were dried and dissolved in 10 μl ddH_2_0 + 0.1% formic acid. Protein concentrations were measured by Nanodrop. For the LC-MS/MS analysis, 105 and 195 ng (5 h samples), and 212 and 420 ng (24 h samples) digested protein were injected, respectively, on a nanoAcquity UPLC coupled to a Q-Exactive mass spectrometer (Thermo Scientific). Database searches were performed on a Mascot search engine Perkins et al. (1999) against the *Escherichia coli* and *C. elegans* databases (downloaded from Uniprot on 19 November 2019 and from Wormbase on 18 November 2019, respectively), independently and sequentially, in order to maximize number of hits. Further analysis was performed in Scaffold v. 4 (Proteome Software) using stringent settings: 1% protein FDR, a minimum of 2 peptides per protein, and 0.1% peptide FDR. In Scaffold, a quantitative analysis was performed based on normalized total spectra (default parameters) whereby the sum of all the spectra associated with a specific protein within a sample is used, which includes also those spectra that are shared with other proteins and is referred to as the total spectrum count. Proteins were further analyzed by gene ontology using Blast2GO (Götz et al., 2008).

### Transmission Electron Microscopy and Nanoparticle Tracking Analysis

Representative *C. elegans* supernatants processed as above (twice independently) were used to verify the presence of extracellular vesicles by transmission electron microscopy at the center for microscopy and imaging analysis (University of Zurich). For negative staining, samples were fixed by adding 4% formic acid in PBS at a 1:1 ratio with sample. Samples were glow-discharged for 20 min on the grid, washed with PBS, and 1% glutaraldehyde was added for 5 min. Samples were washed 5 × 2 min in dH_2_O. A contrast enhancement step of 5 min with uranyl acetate 1% was performed, followed by 10 min incubation on ice with uranyl acetate/methylcellulose (900 μl methylcellulose 2%/100 μl 3% uranyl acetate). Samples were dried and imaged by transmission electron microscopy (TEM). Nanoparticle tracking analysis (NTA; ZetaView, Particle Metrix, Germany) was performed on a fresh 24 h incubation sample, diluted 1:250 in commercial PBS (Gibco) confirmed to be particle-free by NTA. Measurements of particle concentration and size were based on 11 frames.

### Comparative Analysis Across Several Nematode Species

Experimental E/S miRNA collections from *in vitro* studies on adult gastrointestinal nematodes were retrieved from the literature, for which sequence data was available. These comprised miRNAs from *Ascaris suum* (*n* = 29; Hansen et al., 2019), *Haemonchus contortus* (*n* = 40; Gu et al., 2017), and *Trichuris muris* (*n* = 56; Eichenberger et al., 2018c). miRNA family annotations were obtained from MiRGeneDB 2.0 (Fromm et al., 2020), based on homology with *C. elegans* and *A. suum* mature miRNA collections and/or miRBase v. 22 (Kozomara et al., 2019). High-confidence E/S miRNA data from *H. polygyrus*, present in 10 copies or more in the worm secretions (although not confined to EVs) and registered in miRBase v. 22, were included in the seed sequence identity analysis (*n* = 74; Buck et al., 2014).

UpSetR package was used to plot the extent of common and unique seed sequences (nucleotides 2–8) across experimentally validated E/S parasite miRNA datasets (Lex et al., 2014).

miRNAs from the corresponding mammalian host species were also extracted from miRBase (v. 22): *Sus scrofa* (*n* = 457), *Mus musculus* (*n* = 1,978), *Ovis aries* (*n* = 153), as well as those from *C. elegans* (*n* = 437). In order to evaluate seed sequence conservation toward host miRNAs vs. nematode miRNAs, we assessed the proportion of identical seed sequences in parasite vs. host, and in parasite vs. *C. elegans* in a similarity matrix (Hamming distance), as proposed previously (Kehl et al., 2017). Briefly, the matrices consisted of pairwise comparisons between (i) all parasite and host seeds for each host-parasite association, and (ii) all parasite vs. *C. elegans* seeds (using 437 *C. elegans* mature miRNAs from miRBase). Approximate string distances were calculated for each nematode/host miRNA pair with the function “stringdist” package (van der Loo, 2014) in R v. 3.5.1 (method = hamming). The number of nucleotides matching in position between two sequences was used to create graphs expressed as a percentage of the total number of comparisons. Whether the proportions of 100% matching seeds between parasite vs. host and parasite vs. *C. elegans* are equal was tested in two-proportions z-tests (two-sample test for equality of proportions with continuity correction) in R v. 3.5.1. Briefly, we tested whether the observed proportion of identical nematode seeds against host miRNAs is greater than the observed proportion of nematode seeds against *C. elegans* miRNAs.

miRNA target prediction was performed using the TargetScan software package v. 7 (http://www.targetscan.org), implemented as a standalone workflow under iPortal (Kunszt et al., 2015) and openBIS (Bauch et al., 2011), using default parameters (Agarwal et al., 2015). The 84 species alignment allows mapping by homology. All host genes with a weighted context ++ score ≤ −1.0 and targeted at least twice were used in enrichment analyses, as described (Benna et al., 2019). The R version of the program Enrichr was employed, using the “KEGG_2019_Mouse,” and “Reactome_2016” databases (Kuleshov et al., 2016).

## Results

### EVs Found in the Secretions of *C. elegans* Contain Numerous Proteins and miRNAs

Imaging by transmission electron microscopy (TEM) revealed a heterogeneous EV population in our samples, as shown in Supplementary Figure S1. Some EVs show the typical deflated ball structure as well as the size of exosomes (about 100 nm Ø). Further smaller (possibly) vesicular structures of ~20 nm, which may represent *E. coli* EVs. Nanoparticle tracking analysis (NTA) of a representative sample (24 h incubation) revealed a median particle size of 107.3 nm Ø (Supplementary Figure S2) and a concentration of 1.5 × 10^10^ particles per ml.

Protein species associated with the EV-enriched fractions of culture supernatants were identified by mass spectrometry. The large majority of identified proteins originated from *E. coli*, with 753 proteins (Supplementary Table S2). A total of 170 unique proteins (based on total unique peptide counts, all samples confounded) were identified as *C. elegans* proteins; 128 were observed in the secretions after both 24 and 5 h incubations, 62 were only seen after 24 h incubation and 37 were only detected after 5 h of incubation (Supplementary Table S2). Based on our stringent search criteria, one sample (5 h_2) displayed a different and less diverse protein profile (only 51 proteins) compared to the three others, which were in agreement regarding the ranking in abundance, for unexplained reasons. In each of these three samples, eight proteins were common to the top 10 with slight variations in the exact ranking. These included two IRG-7 proteins (Q19853 and A0A131MBU3), two members of the neprilysin metallopeptidase family (B6VQ96 and Q22763), two carboxypeptidases (Q94269 and K8ESM2), two uncharacterized proteins with a C-type lectin domain (G5ECR0), and regulated by DAF-16 (H2L0Q1). The outlying 5 h sample showed one uncharacterized common protein with the other samples' top 10 (H2L0Q1), two actins (P10986 and O45815), two lysozymes (O62415 and Q20964), as well as four proteins with protease/peptidase activity (P34528, Q94271, Q22972, and O01530). Actin was detected in both 5 h samples but not after 24 h. Highly represented in the *C. elegans* EV-enriched secretions were proteins with protease/(carboxy)peptidase activity, and carbohydrate binding properties. In line with the experimental design, 80/127 (63%) proteins assigned to a gene ontology cellular component (74% of all proteins) were associated with membrane (GO:0016020, GO:0016021, GO:0005886, GO:0045121), or the extracellular space (GO:0005615, GO:0005576). This is in agreement with a previous report (Russell et al., 2018).

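The data are small RNA sequence counts from 2 libraries, 1 for each incubation time. Synchronized young adults of the N2 strain were washed and kept in M9 buffer for 5 h or 24 h, and RNA was extracted from the EV-enriched pellet of the medium. RNA of 2 incubations was pooled for each library. From the worm numbers in Supplementary Table S1 this makes 175000 worms for the 5 h library and 172500 for the 24 h library. The pooling notes in that table name the incubation times the other way round, and the times used here follow the main text and the sample labels. If the 2 libraries had been exchanged, each ratio of 24 h to 5 h and each miRNA found at only 1 of the times would change direction. The RNA concentration listed for the libraries was 6 pg/µl at 5 h and 13 pg/µl at 24 h. It is 1 value per library and cannot decide whether they were exchanged. There is no replicate, so all comparisons are between these 2 libraries and no test between incubation times was possible.
The authors' program assigned each mature sequence to a group by how it mapped to nematode miRNA precursors and to the C. elegans genome, and the deposited table gives for each sequence an expected count, in which reads that fit several entries are split evenly. The authors' normalized read count is this count times 1 factor per library, 0.913 at 5 h and 1.095 at 24 h. The study lists 7851394 valid reads at 5 h and 10066020 at 24 h. Sequences of the table held 238379.5 copies at 5 h and 95013 at 24 h, which is 3.04% and 0.944% of the valid reads. Intervals given with shares are exact Clopper-Pearson 95% intervals, and those given with ratios are exact binomial 95% intervals of the 2 counts. Without molecular identifiers they cover counting error only.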

miRNA sequencing revealed 100 high confidence miRNA species in our samples in total. These encompassed miRNAs from groups 1, and 2a, present in 10 copies or more (see Supplementary Table S3). This represents ~20% of the known *C. elegans* mature miRNAs registered in miRBase. 

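Groups 1 and 2a held 100 different sequences with at least 10 copies in either library. Group 1, the sequences that map to known C. elegans precursors and the genome, gave 94 of them, and group 2a gave 6. Of the 100 sequences, 70 were identical to their miRBase entry, 29 differed from it by a trimmed, extended or substituted base, and 1 was a sequence without an entry. The most abundant sequence that differed from its entry was a let-7 with a substitution at base 12, cel-let-7-5p_1ss12GA. In total 88 of the sequences matched the precursor given beside them without a mismatch, and the let-7 sequence was not among these. By MirGeneDB name, 19 of the sequences were passenger strands, the arm of the hairpin that is usually degraded. Copies of the high confidence sequences added up to 196106 at 5 h and 62156 at 24 h.
Positions in the table were compared with the WBcel235 annotation, since the build used for the table is not given in the sources used here, and 93 of 97 group 1 entries equalled an annotated transcript there.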

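The 100 sequences carried 93 different names of mature C. elegans miRNAs, which is 21.3% of the 437 that miRBase registers, or 22.9% when each sequence is counted. They came from 43 families. The heterochronic miRNAs, which time larval development, were all in the list by name, with lin-4, let-7, miR-48, miR-84 and miR-241. For let-7 this was mainly the substituted sequence, which did not match its precursor. Without the substitution, only an isoform extended by 1 base was listed, with 71 copies at 5 h and 40 at 24 h. So were the miR-35 to miR-42 miRNAs of oocytes and embryos, the muscle miRNA miR-1 and the neuronal miRNA miR-124.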

We found 94 and 69 high confidence miRNA species in samples resulting from 5 and 24 h incubation, respectively. 

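At 10 copies or more, 91 high confidence miRNAs were found at 5 h and 67 at 24 h. Both libraries shared 58 of them, 33 passed only at 5 h and 9 only at 24 h. The 33 that passed only at 5 h were mostly rare, with a median of 38 copies and 0.923% of the high confidence copies at 5 h, and 16 of them were passenger strands. The most abundant of these were miR-250-3p with 317 copies, miR-70-3p with 233 and miR-784-5p with 174, each listed at 0 at 24 h. Among the 9 that passed only at 24 h, 8 were listed at 0 at 5 h, and miR-87-3p had the most copies, 54. When the 5 h library was thinned at random to the total of the 24 h library, 73.3 high confidence miRNAs were left on average, with a range of 70 to 76 between the lower and upper 95% limits of 1000 draws. This range covers counting error only. Both totals include the substituted let-7, which held 10.2% of these copies at 5 h and 24.5% at 24 h. Thinning without it was not run.
The table lists no count between 0 and 4.5 at 5 h or between 0 and 5 at 24 h, so a listed 0 does not show that no read was found.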

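A small number of miRNAs held most of the copies. The 15 most abundant made up 89.1% of the high confidence copies at 5 h (interval 89.0 to 89.3) and 83.7% at 24 h (83.4 to 84.0). miR-80-3p, of the bantam family, held 17.0% at 5 h (16.8 to 17.1) and 9.64% at 24 h (9.41 to 9.87). The substituted let-7 sequence was number 4 at 5 h with 10.2% (10.1 to 10.3) and number 1 at 24 h with 24.5% (24.1 to 24.8). miR-56-3p was number 2 in both, with 13.6% (13.4 to 13.7) and 12.3% (12.1 to 12.6). miR-35-3p had 10.3% (10.2 to 10.4) and 6.34% (6.15 to 6.53), miR-52-5p 9.84% (9.71 to 9.98) and 2.80% (2.67 to 2.93), and miR-51-5p 6.14% (6.03 to 6.24) and 5.77% (5.58 to 5.95).
The gene of miR-80 lies on chromosome III from 8865268 to 8865367, that of let-7 on chromosome X from 14744173 to 14744271, both between protein-coding genes. The miR-80 position equals no annotated transcript of WBcel235. miR-56 lies on X from 13144691 to 13144787, in an intron of F09A5.3 on the opposite strand.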

Table 1 shows the most abundant high confidence miRNAs found in each sample, based on normalized read counts. The agreement between the two samples was good: 11/15 most abundant miRNAs at 5 h were also among the top 15 after 24 h incubation.

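Of the 15 most abundant miRNAs of each library, 12 were the same. They were miR-80, miR-56, miR-35, the substituted let-7, miR-52, miR-51, miR-37, lin-4, miR-228, miR-40, miR-55 and miR-82. miR-237, miR-49 and miR-72 were among the 15 only at 5 h, and miR-90, miR-238 and a miR-1 sequence only at 24 h. The overlap was 4 of the top 5, 7 of the top 10, 13 of the top 20 and 24 of the top 30. Across the 100 high confidence miRNAs, Spearman's rho between the normalized read counts was 0.767 and Pearson's r on the log2 scale was 0.658, or 0.825 for the 59 with copies in both. Both are correlations across miRNAs, which are not independent replicates.
Single miRNAs moved apart between the libraries. With the authors' normalization the median log2 ratio of 24 h to 5 h was -0.46 over the 58 miRNAs with at least 10 copies in both, and other scalings put it between -1.08 and 0.94. miR-42-3p was far below this median with a log2 ratio of -5.52 (-6.28 to -4.85). lin-4-5p had -2.97 (-3.08 to -2.87) and its relative miR-237-5p -3.53 (-3.73 to -3.34), miR-52-5p -3.21 (-3.28 to -3.14), miR-49-3p -2.93 (-3.10 to -2.75) and miR-228-5p -2.67 (-2.78 to -2.56). miR-80-3p had -2.21 (-2.25 to -2.17) and miR-72-5p -2.20 (-2.35 to -2.06). These values stayed below 0 under each scaling. miR-83-3p had 1.82 (1.47 to 2.18), miR-48-5p 1.58 (1.09 to 2.10), mir-5592-1-p3 1.53 (1.06 to 1.98) and miR-90-3p 1.06 (0.94 to 1.18), which stayed above 0 under each. The ratio of the substituted let-7 was -0.14 (-0.17 to -0.11) and turned positive under 3 of the 4 other scalings, while miR-82-3p with 0.23 (0.15 to 0.30) turned negative when scaled by valid reads. miR-238-3p with -0.49 (-0.61 to -0.38) turned positive when scaled by the high confidence total or by TMM. The miR-1 sequence had 0.63 (0.50 to 0.77), or 0.01 when scaled by valid reads. More than 2 times higher at 24 h were 20 of the 100 miRNAs and more than 2 times lower were 53, with a listed 0 set to the smallest listed count. These became 36 and 28 when scaled by the high confidence total, and 11 and 21 among the 58 miRNAs with at least 10 copies in both.
From the overlap of the most abundant miRNAs, the paper states that the samples of both incubation times matched well.

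**Figure D1:**
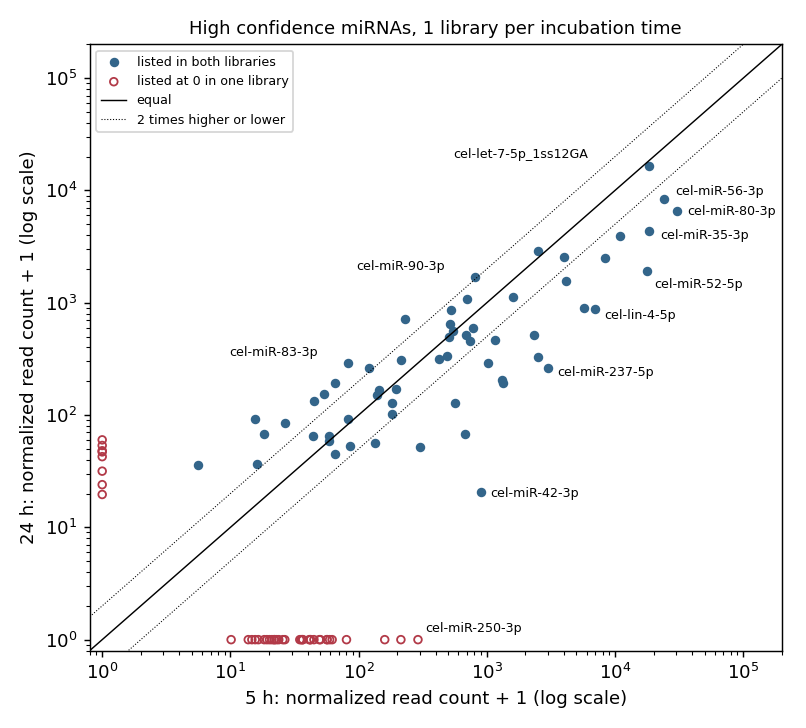
Normalized read count plus 1 of each of the 100 high confidence miRNAs at 5 h (horizontal axis) and 24 h (vertical axis), both on log scales. Filled points were listed in both libraries and open points at 0 in one of them, and the dotted lines mark values 2 times higher or lower. miR-42-3p lies far below the diagonal, with 987 copies at 5 h and 18 at 24 h.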

**Table 1:** Top 15 most abundant high confidence mature miRNAs in the supernatants of *C. elegans* after 5 h and 24 h in liquid culture.

**Abundance rank**	***C. elegans* 5 h**	***C. elegans* 24 h**
1	**cel-bantam-P2_3p (cel-miR-80-3p)**	**cel-let-7-P5_5p (cel-let-7-5p_1ss12GA)**
2	**cel-miR-54-P3_3p (cel-miR-56-3p)**	**cel-miR-54-P3_3p (cel-miR-56-3p)**
3	**cel-miR-36-P1_3p (cel-miR-35-3p)**	**cel-bantam-P2_3p (cel-miR-80-3p)**
4	**cel-let-7-P5_5p (cel-let-7-5p_1ss12GA)**	**cel-miR-36-P1_3p (cel-miR-35-3p)**
5	**cel-miR-52-P1_5p (cel-miR-52-5p)**	**cel-miR-10-P2l_5p (cel-miR-51-5p)**
6	**cel-miR-10-P2l_5p (cel-miR-51-5p)**	**cel-bantam-P4_3p (cel-miR-82-3p)**
7	**cel-miR-36-P3_3p (cel-miR-37-3p)**	**cel-miR-54-P2_3p (cel-miR-55-3p)**
8	**cel-miR-10-P3e_5p (cel-lin-4-5p)**	**cel-miR-36-P3_3p (cel-miR-37-3p)**
9	**cel-miR-96-P3_5p (cel-miR-228-5p)**	**cel-miR-52-P1_5p (cel-miR-52-5p)**
10	**cel-miR-36-P6_3p (cel-miR-40-3p)**	cel-miR-90_3p (cel-miR-90-3p)
11	**cel-miR-54-P2_3p (cel-miR-55-3p)**	**cel-miR-36-P6_3p (cel-miR-40-3p)**
12	cel-miR-10-P3f_5p (cel-miR-237-5p)	cel-miR-10_3p (cel-miR-238-3p)
13	cel-miR-29-P2_3p (cel-miR-49-3p)	cel-miR-1_3p (ppc-miR-1_R+2)
14	**cel-bantam-P4_3p (cel-miR-82-3p)**	**cel-miR-96-P3_5p (cel-miR-228-5p)**
15	cel-miR-31_5p (cel-miR-72-5p_R-2)	**cel-miR-10-P3e_5p (cel-lin-4-5p)**

*cel, C. elegans; ppc, Pristionchus pacificus. Both annotations provided by MirGeneDB and miRBase (in brackets) are shown. Deviations from sequences registered in miRBase are indicated as follows: ss, substitutions; R, addition or deletion of nucleotides on the 3′ end of the mature sequence. Names indicated in bold show miRNA candidates common to the top 15 of both incubation periods. Please note that all sequences listed in this table are present in material from both 5 and 24 h*.

### *C. elegans* vs. Other Nematode miRNAs

Experimental EV-contained miRNA collections from *in vitro* studies on adult gastrointestinal nematodes were retrieved from the literature, for which sequence data was available. These comprised miRNAs from *A. suum, H. contortus*, and *T. muris*. Based on MirGeneDB family annotations, the LET-7, MIR-10, MIR-34, and MIR-8 (miR-236 in miRBase) families were consistently identified across all datasets, including among the high-confidence *C. elegans* miRNAs (Figure 1 and Supplementary Table S4). 

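All 4 families were present in both C. elegans libraries at very different levels. LET-7, which controls the passage from larva to adult, had 6 sequences and made up 10.3% of the high confidence copies at 5 h (interval 10.2 to 10.5) and 24.7% at 24 h (24.4 to 25.1), nearly all of it the let-7 sequence with the substitution at base 12. A let-7 isoform extended by 1 base had 71 copies at 5 h and 40 at 24 h without the substitution, and 574 and 542 with it, the latter among the sequences that the authors could not map to the genome. The log2 ratio of the whole family was -0.14 (-0.17 to -0.10) and turned positive under the high confidence total, TMM and DESeq2 scalings. MIR-10, to which MirGeneDB assigns miR-51, lin-4 and miR-237, had 6 sequences with 13.0% (12.8 to 13.1) and 9.91% (9.68 to 10.1), and a log2 ratio of -1.78 (-1.82 to -1.74). MIR-34 had both arms of miR-34, with 35 copies at 5 h and 144 at 24 h, which is 0.0178% (0.0124 to 0.0248) and 0.232% (0.195 to 0.273) and a log2 ratio of 2.30 (1.76 to 2.88). MIR-8 was represented by miR-236-3p alone, with 0.109% (0.0945 to 0.124) and 0.249% (0.212 to 0.292) and a ratio of -0.20 (-0.50 to 0.11), which turned positive under the same scalings as LET-7.
In the lists of Supplementary Table S4, LET-7 had 2 sequences in A. suum, 2 in H. contortus and 1 in T. muris, and MIR-10 had 7, 4 and 2. MIR-34 and MIR-8 had 1 in each.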

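No high confidence C. elegans sequence of either library belonged to the MIR-216 family. In the parasite lists of Supplementary Table S4, which hold 29 sequences of A. suum, 40 of H. contortus and 56 of T. muris, this family had 1 sequence each. The other mapping groups cannot show whether the family is absent there, since families were listed only for the high confidence sequences. The C. elegans table lists only counts above a minimum, so rare members would not be seen.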

The MIR-216 family (hco-miR-259-5p, asu-miR-5362-5p, asu-miR-5342-3p according to miRBase) was only represented in parasitic species, in the three species examined. The MIR-71 and MIR-54 families were detected in the EVs from all species except *T. muris*. Similarly, the BANTAM family was represented in EVs from all except *H. contortus*. 

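Both families were present in the C. elegans libraries, MIR-54 among the most abundant of all. Its 5 sequences, from miR-54, miR-55 and miR-56, made up 16.2% of the high confidence copies at 5 h (interval 16.0 to 16.4) and 16.3% at 24 h (16.0 to 16.5), with a log2 ratio of -1.39 (-1.42 to -1.36) that became 0.01 when scaled by the high confidence total. Within their cluster on chromosome X, miR-54-3p had a ratio of -2.15 (-2.45 to -1.86), miR-56-3p of -1.53 (-1.57 to -1.50) and miR-55-3p of -0.67 (-0.74 to -0.59), the last positive under the high confidence total and TMM scalings. MIR-71, known from longevity in C. elegans, had 3 sequences with 0.499% (0.469 to 0.531) and 0.809% (0.740 to 0.883) and a ratio of -0.70 (-0.86 to -0.54), which turned positive only under the high confidence total and TMM scalings.
The parasite lists had 2 MIR-71 and 2 MIR-54 sequences in A. suum, 1 of each in H. contortus and 0 in T. muris.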

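The BANTAM family held the largest share of high confidence copies of the 12 named families at 5 h, 18.9% (interval 18.7 to 19.1), and 15.6% at 24 h (15.3 to 15.9). Most of it was miR-80-3p, with 33244 copies at 5 h and 5990 at 24 h. miR-82-3p followed with 2731 and 2664.5 copies, miR-58a-3p had 562 and 591, and miR-81-3p had 559 and 455.5. The log2 ratio of the family was -1.67 (-1.71 to -1.64) and stayed below 0 under each scaling. The parasite lists had 3 sequences of this family in A. suum, 1 in T. muris and 0 in H. contortus. These counts rest on the family names. The seed of miR-80, miR-81 and miR-82, GAGAUCA, was carried by 2 sequences of A. suum, 3 of H. contortus and 1 of T. muris.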

The MIR-2, MIR-36, MIR-29, MIR-279, and MIR-87 families were not described in EVs from *A. suum*.

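All 5 families were present in the C. elegans libraries, and MIR-36 was the most abundant of them. MIR-36, miR-35 to miR-42 of oocytes and embryos, made up 18.3% of the high confidence copies at 5 h (interval 18.1 to 18.5) and 14.6% at 24 h (14.3 to 14.9). MIR-29 had 1.44% (1.39 to 1.50) and 0.911% (0.837 to 0.988), MIR-2 0.907% (0.865 to 0.950) and 0.307% (0.265 to 0.354), and MIR-279 0.389% (0.362 to 0.418) and 1.47% (1.38 to 1.57). MIR-87 was the rarest, with 0.00969% (0.00583 to 0.0151) and 0.154% (0.125 to 0.189), and no sequence of it had 10 copies in both libraries. The log2 ratios were -1.72 (-1.76 to -1.69) for MIR-36, -2.06 (-2.19 to -1.93) for MIR-29 and -2.96 (-3.18 to -2.74) for MIR-2. Within MIR-29, the more abundant miR-49-3p had -2.93, while its other member, miR-83-3p, had 1.82. No ratio is given for MIR-87, whose copies at 5 h and at 24 h were of different sequences. MIR-279 had 0.53 (0.39 to 0.67), which became -0.09 when scaled by valid reads.
Members of the miR-35 to miR-41 cluster moved apart. Their precursors lie on chromosome II from 11537608 to 11538404, in an intron of Y62F5A.9 on the opposite strand. miR-35-3p had a log2 ratio of -2.10 (-2.15 to -2.05), miR-37-3p of -1.75 (-1.82 to -1.69) and miR-40-3p of -1.41 (-1.50 to -1.32), while miR-38-3p had 1.63 (1.42 to 1.85), miR-39-3p 1.56 (1.16 to 1.98) and miR-41-3p 1.72 (1.08 to 2.40). miR-36-3p, with a substituted last base, had 0.04 (-0.14 to 0.21). These signs were the same under each scaling, except for miR-36-3p, which was negative when scaled by valid reads. For miR-40-3p the value was only -0.016 when scaled by the high confidence total, which is within counting error of 0. The parasite lists had 5 MIR-2 sequences in H. contortus and 1 in T. muris, and 0 of these 5 families in A. suum.

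**Figure D2:**
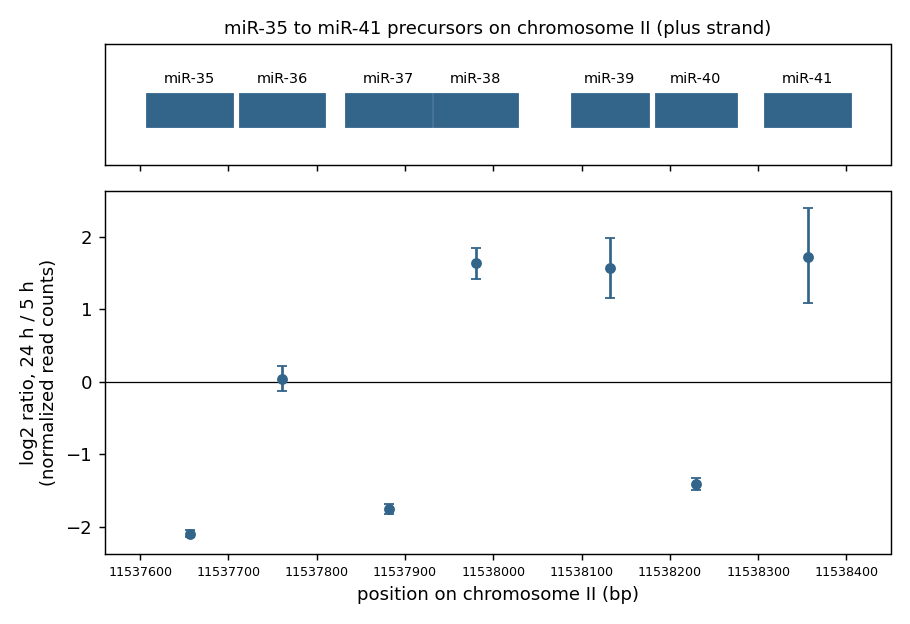
Precursors of miR-35 to miR-41 on chromosome II (upper panel) and the log2 ratio of normalized read counts, 24 h to 5 h, of the mature 3p sequence of each (lower panel), with 95% counting intervals as bars. The ratios run from -2.10 for miR-35-3p to 1.72 for miR-41-3p.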

**Figure 1:**
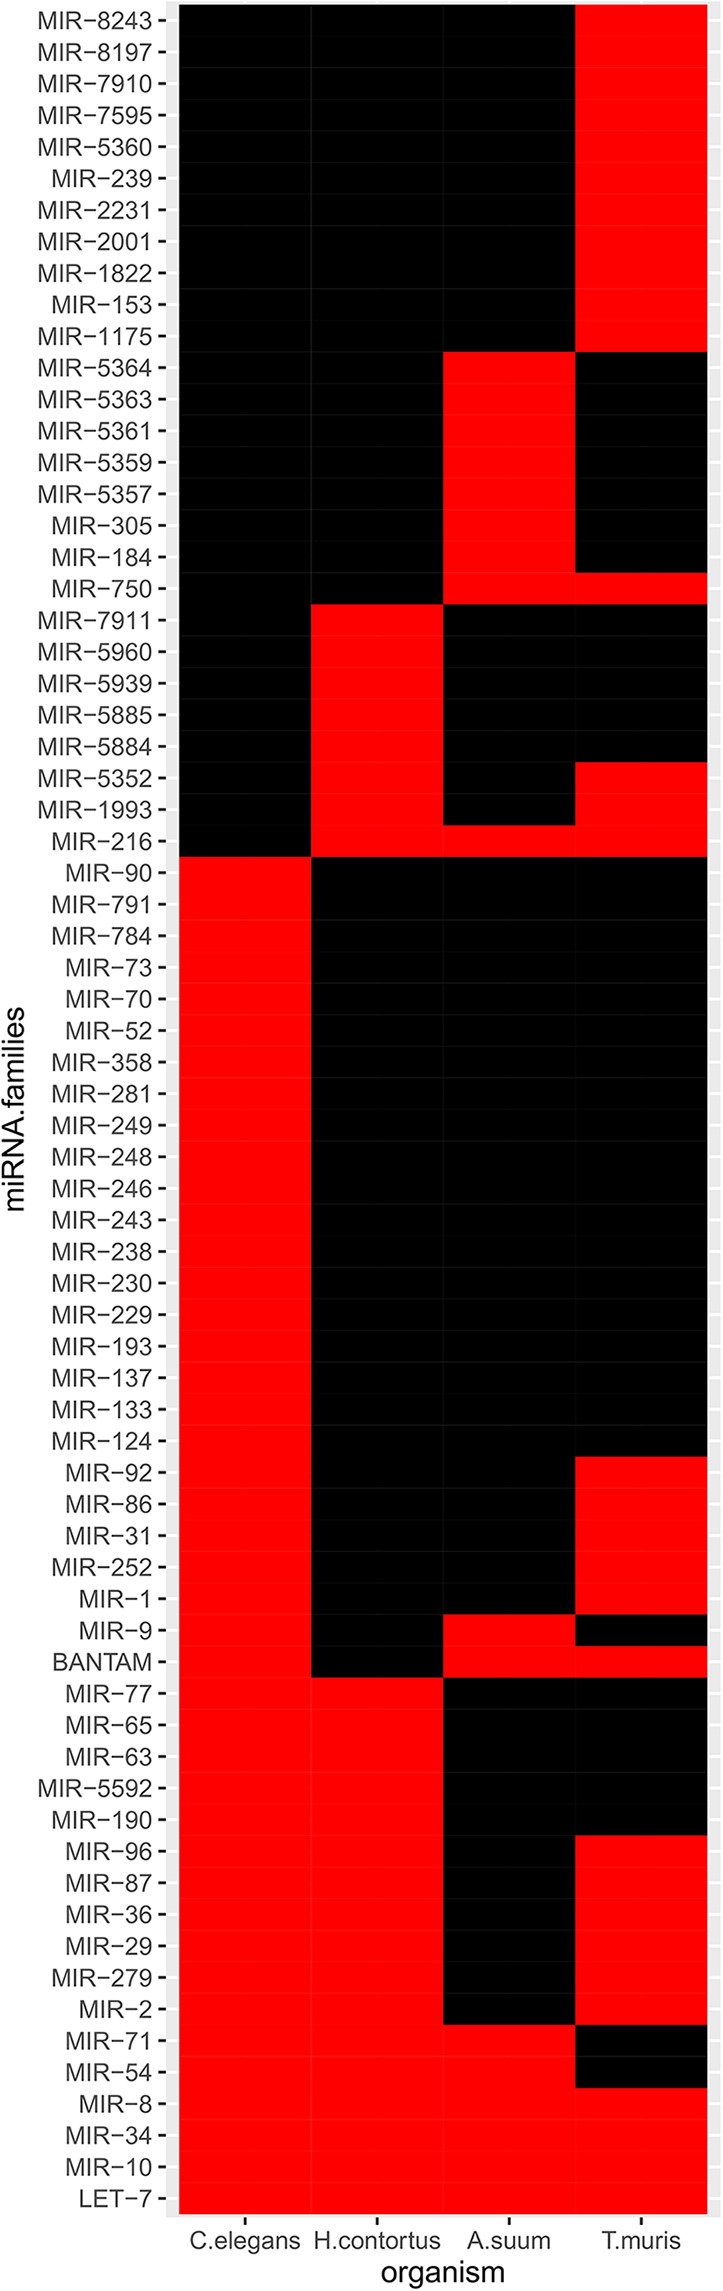
miRNA families in available EV-contained datasets. Only high-confidence *C. elegans* miRNAs were considered. Black, absence; red, presence.

miRNA seed sequences mediate most of the interaction with and confers specificity to the target mRNA. Unique seed sequences (i.e., a given seed appears only once in the list, even if common to several miRNAs) were compared across datasets, this time also including *H. polygyrus* miRNAs (E/S miRNAs not restricted to EVs; Figure 2). Most seed sequences appeared to be unique to each miRNA collection; three seed sequences were shared by all five species among secreted datasets and using miRBase annotations [ACCCGUA, as in miR-100 (or miR-51-56 in *C. elegans*); GAGAUCA, as in miR-81, and GAGGUAG, as in let-7]. 

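The 100 high confidence C. elegans miRNAs carried 61 different seeds. Of these, 11 were among the 22 seeds of the A. suum list, 15 among the 31 of H. contortus and 17 among the 55 of T. muris. In all of these lists were 3, and in none 35. Without passenger strands, 19 of 44 seeds were in none, and with 10 copies in both libraries 12 of 33. The 3 shared seeds were ACCCGUA, GAGAUCA and GAGGUAG. ACCCGUA, carried by miR-51 to miR-56, held 32.9% of the high confidence copies at 5 h (interval 32.6 to 33.1) and 25.2% at 24 h (24.8 to 25.5). GAGAUCA, carried by miR-80, miR-81 and miR-82, held 18.6% (18.5 to 18.8) and 14.7% (14.4 to 14.9). GAGGUAG, carried by let-7, miR-48, miR-84, miR-241 and miR-795, held the same copies as the LET-7 family, and 0.116% and 0.341% without the substituted let-7. The H. polygyrus list was not used here.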

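No high confidence C. elegans sequence carried the seed AAGCUCG, and none of the other mapping groups did. In the lists of A. suum, H. contortus and T. muris it occurred in 1 sequence each. It was the only seed present in all of these 3 lists and not in C. elegans, and this number stayed at 1 when nucleotides 2 to 7 were used as the seed.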

One sequence was common to the four parasites, but absent from *C. elegans* (AAGCUCG; as in miR-993). A given seed sequence may not stem from the same miRNA, but may target the same genes. Based on the limited number of studies and species examined here, there is *a priori* no clade-clustering with our small study sample, besides three seeds shared by clade V organisms (*H. contortus, H. polygyrus, C. elegans*; GAUAUGU, as in miR-50; UCAUCAG, as in miR-5899, and AUGACAC, as in miR-60,−63, -64).

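All 3 seeds were present in C. elegans and in the H. contortus list, and had 0 sequences in the lists of A. suum and T. muris. GAUAUGU was carried by miR-50 and miR-90 and held 0.482% of the high confidence copies at 5 h (interval 0.452 to 0.514) and 2.47% at 24 h (2.35 to 2.59), with miR-50 listed at 0 at 24 h. UCAUCAG was carried by miR-77 alone, with 0.567% (0.534 to 0.601) and 0.426% (0.377 to 0.481). AUGACAC was carried by miR-63, miR-64, miR-65, miR-66 and miR-229, with 0.262% (0.239 to 0.285) and 0.851% (0.780 to 0.926).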

**Figure 2:**
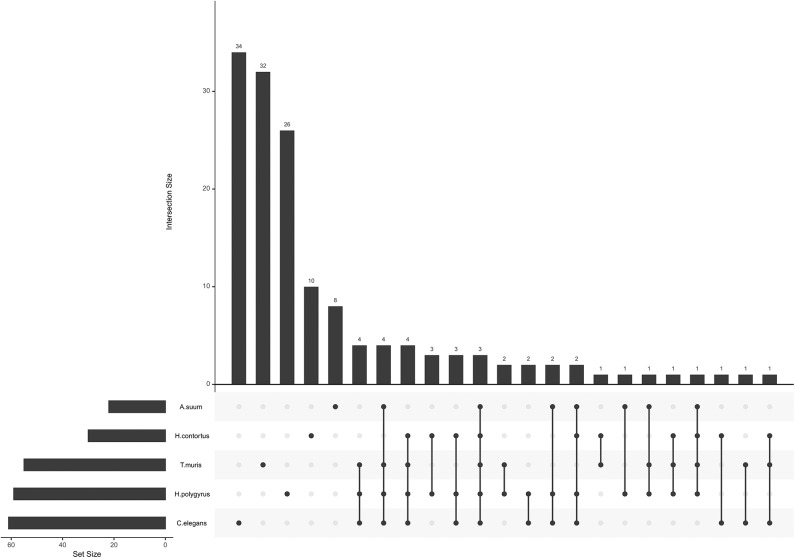
miRNA seed sequences across secreted nematode datasets. The plot was generated with all unique seed sequences across each dataset. The intersection size represents the number of unique seed sequences; (connected) dots under the bar chart indicate the distribution across datasets and show sequences shared by multiple datasets.

The mRNA targeting properties of miRNAs is directly related to the seed sequence. Here, we focused on the nucleotides in position 2–8 on the mature sequence. Considering the possibility of a potential evolutionary advantage for the parasite to secrete miRNAs sharing identical seeds with its host's and so, subvert to existing host regulatory pathways, we hypothesized that a higher proportion of seed sequence identity (7/7 matching nucleotides) would be observed compared to host miRNAs than to *C. elegans* miRNAs. To test this hypothesis, nematode parasite E/S miRNA seeds (nucleotides 2–8) were aligned to all host miRNAs, creating similarity matrices. The same was done with non-E/S miRNA helminth seeds, aligned to host or *C. elegans* miRNA seeds. Systematic pairwise comparisons between all parasite and host or *C. elegans* miRNAs resulted in between 5,814 and 816,501 comparisons. This is due to the varying numbers of miRNAs available from miRBase for each host species, and to the number of nematode miRNA entries. Applying a two-sample test for equality of proportions with continuity correction, the hypothesis was refuted for every nematode-host association (Table 2). On the contrary, nematode E/S miRNAs were more conserved (i.e., more often identical) toward the phylogenetically closer organism, since the proportion of identical seeds was higher in alignments to *C. elegans* than to host miRNA seeds (*p* < 0.05). However, nematode E/S miRNA seeds were found to be more often identical to host miRNAs than non-E/S (somatic) miRNAs (*p* < 0.001). This was also the case for *C. elegans* artificially aligned to mouse miRNAs. Similarly, parasite E/S miRNA seeds were also found to be more often identical to *C. elegans* miRNAs than non-E/S miRNA seeds (*p* < 0.001). This suggests that miRNA species that tend to be secreted may be more conserved across nematodes, than somatic miRNAs.

**Table 2:** Seed identity across miRNAs from nematodes, hosts, and *C. elegans*.

	**Parasite vs. host (in % alignments)**		**Parasite vs**. ***C. elegans*** **(in % alignments)**		**Are nematode E/S miRNA seeds more often identical to their host's miRNAs than to those of *C. elegans*?**	**Are nematode E/S miRNA seeds more often identical to their host's miRNAs than non-E/S miRNAs?**
	**E/S**	**Non-E/S**	**E/S**	**Non-E/S**		
**Proportion of identical seeds across repeated pairwise alignments**						
C. elegans^*^	0.09	0.02	NA	NA	NA	Yes (*p* < 0.001)
*H. contortus*	0.34	0.08	0.61	0.14	No (*p* = 0.99)	Yes (*p* < 0.001)
*H. polygyrus*	0.07	0.01	0.14	0.09	No (*p* = 1)	Yes (*p* < 0.001)
*A. suum*	0.36	0.06	0.59	0.28	No (*p* = 0.99)	Yes (*p* < 0.001)
*T. muris*	0.04	NA	0.24	NA	No (*p* = 1)	NA

*Each nematode miRNA seed set (nt 2–8, E/S, and non-E/S) was aligned pairwise to each host or C. elegans total miRNA list from miRBase. This resulted in thousands of alignments, of which a proportion showed 100% match (7/7 nucleotides)*.

* *C. elegans miRNAs were aligned to mouse miRNAs, which is the largest host miRNA dataset*.

### Predicted Targets in Host Genomes

Host genes predicted to be targeted by helminth miRNAs were used in pathway enrichment analyses. The number of genes resulting from target predictions from each helminth-host association and used for downstream analysis was as follows: *A. suum*/*S. scrofa* (*n* = 3,594), *H. contortus*/*O. aries* (*n* = 3,833), *T. muris*/*M. musculus* (*n* = 13,952), *H. polygyrus*/*M. musculus* (*n* = 14,525), *C. elegans*/*M. musculus* (*n* = 15,111), *C. elegans*/*S. scrofa* (*n* = 9,896), *C. elegans*/*O. aries* (*n* = 8,510). Interrogating the KEGG and Reactome databases via the tool Enrichr returned hundreds of overrepresented pathways. Significantly overrepresented pathways (adjusted *p* < 0.05) were compared across helminth-host associations including *C. elegans* and the various mammalian hosts used in this study (Table 3 and Supplementary Table S5). While no KEGG term was uniquely associated with parasitism (i.e., present in all parasitic species, but absent in the *C. elegans* vs. hosts predictions), 34 terms were common to all seven associations. These included T cell receptor signaling pathway, as well the interconnected Ras, Rap1, FoxO, and ErbB signaling pathways. Similarly, the putative miRNA targets of helminth miRNAs were enriched in genes belonging to 18 Reactome pathways (adj. *p* < 0.05) common to all helminth-host associations. Among those, 12 pathways (with extensive redundancy) are related to the PI3K/Akt signaling (not shown). Again, this qualitative analysis did not allow the clustering of pathways associated with parasitic lifestyle. Pathway analysis further revealed some features of interest among host-parasite associations (without *C. elegans*), worthy of attention. For instance, mucin synthesis is predicted to be affected in the pig by *A. suum* miRNAs, which was not observed in the other host-parasite pairs. Notch signaling pathway is targeted by *A. suum* and *H. polygyrus* miRNAs, while TGF-β signaling counted among targeted pathways by *H. contortus, T. muris*, and *H. polygyrus* miRNAs in their respective hosts. The mTOR signaling pathway might be altered by all four parasites, while the capacity of Th17 cell differentiation may be modulated by *A. suum* miRNAs.

**Table 3:** Host biological pathways targeted by helminth miRNAs according to predictions.

**Pathways**	**Helminth-host association**
**Common to all helminth-host associations**	
T cell receptor signaling, Ras signaling, Rap1 signaling, FoxO signaling, ErbB signaling	Asu/Ssc, Hco/Oar, Hpo/Mmu, Tmu/Mmu, Cel/Mmu, Cel/Ssc, Cel/Oar
**Other pathways of interest in associations involving parasitic species**	
Mucin type O-glycan biosynthesis	Asu/Ssc
Notch signaling pathway	Asu/Ssc, Hpo/Mmu
TGF-beta signaling pathway	Hco/Oar, Tmu/Mmu, Hpo/Tmu
mTOR signaling pathway	Asu/Ssc, Hco/Oar, Tmu/Mmu, Hpo/Mmu
Th17 cell differentiation	Asu/Ssc
**Pathways of interest targeted by species-specific miRNA seeds**	
AGE-RAGE signaling pathway	Asu/Ssc, Hco/Oar, Hpo/Tmu

*Selected significantly enriched host pathways are listed, according to adjusted p-value (p < 0.05), focusing on elements of the host immune system. Asu, A. suum; Hco, H. contortus; Hpo, H. polygyrus; Tmu, T. muris; Cel, C. elegans; Ssc, S. scrofa; Oar, O. aries; Mmu, M. musculus*.

We further stratified the results, focusing on the targets of species-unique miRNAs, based on seed sequences. Varying numbers of unique, species-specific miRNAs [*A. suum* = 8; *H. contortus* = 10; *H. polygyrus* = 26; *T. muris* = 32; *C. elegans* (target search vs. mouse genes) = 36] targeted varying numbers of KEGG pathways under the significance level (adj. *p* < 0.05) [*A. suum* = 42; *H. contortus* = 3; *H. polygyrus* = 25; *T. muris* = 54; *C. elegans* (target search vs. mouse genes) = 80]. All targeted the FoxO signaling pathway, via different genes or sites on the same gene, illustrating miRNA pleiotropy. Here too, pathways such as the MAPK, and TGF-β signaling pathways were enriched in most host-parasite associations (Supplementary Table S6). Interestingly, all parasites but *H. contortus* and *C. elegans*, targeted AGE-RAGE signaling, a pro-inflammatory pathway.

## Discussion

Despite methodological differences, our miRNA sequencing results are in agreement with those of Russell et al. (2018). Similarly, the proteomic data parallel those from the prior report at the functional level, and a large proportion of proteins are associated with membranous structures, which we expected from EV-rich preparations; both studies report many c-type lectins. On EV surfaces, lectins may mediate docking to recipient cells via proteoglycans (French et al., 2017). Interestingly, lectins were not observed on the surface of *F. hepatica* derived EVs, while molecules with peptidase activity, also abundant in our dataset, were highly represented (de la Torre-Escudero et al., 2019). Helminth EVs were reported to typically transport cytoskeletal proteins (e.g., actin), stress-related proteins (e.g., heat-shock proteins), along with Rab proteins and others (Mekonnen et al., 2018), which we also identified in the present work.

miRNA sequencing allowed the identification of 100 miRNAs from EV-enriched culture media. Whether this list results from sorting of specific miRNA species for export via EVs, showing higher proportions of 3′ uridylated isoforms, as shown in mammalian B cells and derived EVs (Koppers-Lalic et al., 2014), remains to be defined. The miRNA profile we obtained from EV-enriched processed culture media is fairly different from those from parasitic nematodes characterized so far, where the usually abundant miR-100 isoforms (miR-10-P2 reads according to MirGeneDB), bantam, mir-71, and mir-279, typically occupy the top ranks in abundance. 

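By normalized read count miR-80-3p of the bantam family was number 1 at 5 h and 3 at 24 h, and miR-51-5p, which MirGeneDB names as MIR-10-P2, was number 6 and 5. miR-71-5p was number 24 and 25. The MIR-279 family was represented by miR-44-3p at number 30 and 16.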

A previous comparative study revealed that miR-100, miR-92, miR-279, and miR-137 (miRBase IDs) are hallmarks of parasitic nematode species, as they could not be identified in *C. elegans* (Wang et al., 2015b), suggesting their importance in parasitic processes. These miRNAs are also missing from our high-confidence list. 

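No high confidence sequence had a miRBase name of miR-100, miR-92, miR-279 or miR-137. By MirGeneDB family, miR-235-3p belongs to MIR-92 and had 855 copies at 5 h and 548 at 24 h, miR-234-3p belongs to MIR-137 and had 329 and 47, and miR-44-3p belongs to MIR-279 and had 571 and 780. Among the sequences that the authors could not map to the C. elegans genome, miR-100 names held 17324 and 12577 copies, miR-92 names 2048 and 1673, and a miR-279 name 20 and 20. Of the miR-100 copies, 17302 and 12577 were of 1 sequence that differs from its miRBase entry by a substituted base. Since these sequences were not mapped, they do not show that C. elegans released such miRNAs.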

*Let-7* strongly accumulates in the L4 stage and is required for the transition between larval to adult stages (Reinhart et al., 2000). miR-80 (cel-bantam-P2_3p) is a major metabolic regulator, broadly expressed in tissues of well-fed animals and down-regulated in the absence of food (Vora et al., 2013). 

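miR-80-3p had a normalized read count of 30359 at 5 h and 6559 at 24 h. As a share of the high confidence copies it was lower in the 24 h library than in the 5 h library, by more than the counting intervals. Without the substituted let-7 this share was 18.9% at 5 h and 12.8% at 24 h. The log2 ratio of miR-80-3p was -2.21, or -0.81 when scaled by the high confidence total. These values are of RNA in the medium, with 1 library each, and do not show the level in the worms. miR-82-3p, of the same family and seed, had a normalized read count of 2494 and 2918.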

The abundance of miR-80 in the EV-enriched fraction suggests that no starvation response had been activated during the short incubations. The MIR-216 family, comprising miRNAs with highly heterogenous miRBase annotations, appeared to be represented in parasitic species only; the literature mentioning miRNAs assigned to this family is very scarce. MIR-71 and MIR-54 were absent in the only clade I parasite and may reflect an evolutionary distance. BANTAM was missing in *H. contortus*; mir-5885 isoforms were, however, found to be homologous to *Drosophila* bantam (Marks et al., 2019). Similarly, five further miRNA families were found in all nematodes except *A. suum*. Although these differences may reflect phylogeny, life-cycle requirements, and/or host specificity, they might as well be the result of varying dataset sizes and completeness.

The first experimental confirmation of host manipulation by parasitic nematode miRNAs was obtained with the murine pathogen *H. polygyrus*, which releases EVs enriched with Argonaute proteins and miRNAs (Buck et al., 2014; Coakley et al., 2017). The nematode's miRNAs were shown to downregulate host *Il33r* and *Dusp1 in vitro*, leading to the suppression of the Th2 innate immune response to an allergen *in vivo* (Buck et al., 2014). This pioneer work was followed by several further reports on other helminths (Wang et al., 2015a; Zamanian et al., 2015; Fromm et al., 2017; Zheng et al., 2017; Eichenberger et al., 2018a,c; non-exhaustive list).

miRNAs are highly conserved through the animal kingdom. miRNA function is characterized by redundancy and pleiotropy, whereby the expression level of one transcript may be regulated by several miRNAs, and one miRNA binds to many targets, establishing a complex regulatory network. Differences in the miRNA profiles of *C. elegans* and parasites had no overt functional consequences resulting from the target search analysis. Narrowing down the search to targets of the top 20 most abundant miRNAs did not lead to substantial differences in targeted pathways. This is best explained by the fact that identical seed sequences are found in different miRNAs from different families: for instance, if the miR-100 isoforms are absent in *C. elegans*, the corresponding seed is found in miR-51 and others, abundantly represented in the nematode secretions. 

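The ACCCGUA seed was carried in C. elegans by miR-56-3p with 26619 copies at 5 h and 7667 at 24 h, miR-52-5p with 19305.5 and 1741, miR-51-5p with 12034 and 3584, and miR-55-3p with 4417 and 2321. miR-53-5p and miR-54-3p followed with 1432.5 and 613 copies at 5 h. In the parasite lists 6 sequences of A. suum, 3 of H. contortus and 1 of T. muris carried it.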

There is currently no consensus on the amounts of miRNAs required to observe a phenotype in the interaction between a host and a parasite, or in other words, whether a threshold for biological significance may exist. The overall low exosomal miRNA concentrations were even proposed to be biologically insignificant in natural settings (Chevillet et al., 2014).

The miRNA species, number, families, and seed sequences appeared to vary substantially across the examined reports and our current data. There are a number of elements that require caution while comparing miRNA datasets, currently. It is expected that not all organisms release equal amounts of EVs; it was shown previously that some nematode stages are more productive than others (Zamanian et al., 2015). The general experimental designs implemented for EV collection may not reflect the natural *in vivo* situation, inducing stress on nematodes, which may have consequences on EV release and their cargo. Here, we attempted a comparison between miRNA species from juvenile non-parasitic hermaphrodites and adult dioecious parasites; however, it is known that nematode stages release different miRNA profiles (Tritten et al., 2016; Hansen et al., 2019). Finally, the miRNA library preparation and sequencing strategies are known to impact on the data, and there are no recommendations for standardized reporting to date.

Comparing free-living with parasitic species can be used as an approach to uncover the molecular basis of nematode parasitism. The underlying rationale is that parasitic nematodes have evolved from free-living ancestors, and therefore, parasites will have adapted existing ancestral traits and evolved new ones, which together underlie the parasitic lifestyle (Viney, 2018). By doing so, the most relevant comparisons are those taking into account the multiple evolutions of nematode parasitism, reflected in the nematode phylogeny (Blaxter et al., 1998). Ideally, the most appropriate and powerful phylogenomic comparisons are those that compare taxa within the clades, rather than between clades (Viney, 2018). The limited number of studies providing a characterization of EVs and sufficient miRNA information including sequence data does not allow such a design currently. In our current study, involving by chance only gastrointestinal pathogens, only *H. contortus, H. polygyrus*, and *C. elegans* belong to the same clade (V). They shared three seed sequences *a priori* absent in the other organisms.

Taking all reported high confidence miRNAs into account, we noted that, regardless of the size of the dataset, a large proportion of seed sequences was unique to each species (or dataset). We assessed whether nematode miRNA seed identity to host miRNAs may constitute an advantageous trait associated with parasitism, bringing the capacity to subvert to existing host regulatory pathways. The proportion of identical seed sequences was not higher in parasite-host comparisons than in those between parasites and *C. elegans*. We observed that the parasite-secreted miRNA fractions shared more often seed sequences with host miRNAs than those that are not found in the extracellular milieu. Overall, this suggests that miRNA release by parasites could constitute an evolved mechanism of host modulation, in an extent that we have barely started to recognize. Regulating conserved host endogenous sites could be effective for two reasons: (i) the context of these sites already permits functional repression, and (ii) these sites cannot mutate to prevent pathogen regulation without modifying/compromising the host physiology (Claycomb et al., 2017). The likely mechanisms and implications of co-evolution between host mRNA and parasite miRNA have been addressed by Claycomb et al. (2017).

Target search and pathway analysis based on whole miRNA repertoires did not allow clustering across lifestyles or clades. *C. elegans* miRNA targets among mammalian genes revealed the same most highly enriched pathways within broad immune functions. This is likely due to the redundant and pleiotropic properties of miRNA-driven gene regulation. According to predictions, aspects in T cell differentiation and proliferation were repeatedly among impaired pathways. Similarly, the PI3K/Akt signaling is central in T cell development (among other cells; Juntilla and Koretzky, 2008). In lymphocytes, Notch is essential for specifying T cell fate and for promoting early T cell differentiation (Laky and Fowlkes, 2008). The importance of mTOR has been shown in DC-mediated T helper cell differentiation (Salmond and Zamoyska, 2011; Hussaarts et al., 2013). Interestingly, *A. suum* miRNAs were predicted to affect the mucin type O-glycan biosynthesis pathway. Increased mucus production represents a key protective mechanism against gastrointestinal nematodes, to facilitate expulsion of the pathogens (Sharpe et al., 2018). Defective mucin type O-glycan biosynthesis leads to disruption of gut homeostasis and to the re-shaping of the whole gut microbial community (Bergstrom and Xia, 2013). In *T. muris* infections, transforming-growth factor beta (TGF-β) seems to be pivotal in regulating responses to the worm: when CD4+ T cells have reduced ability to respond to TGF-β (due to the expression of truncated version of TGF-β receptor II), mice harbored higher worm burdens and down-regulated levels of Th2 cytokines (Veldhoen et al., 2008; Klementowicz et al., 2012). The AGE-RAGE signaling pathway was the only convergent enrichment result common to species-specific miRNA seeds from three parasitic species, but not *C. elegans*. The influence of dietary advanced glycation end-products (AGE) and its receptor RAGE in an immune context is known in other infectious diseases (Traoré et al., 2016). RAGE is a pattern recognition receptor expressed by B and T cells, as well as dendritic cells. Its expression and response to released RAGE ligands have been observed in human eosinophils Curran and Bertics (2011), a hallmark of immune responses to helminth infections. Upon activation, it is involved in immediate inflammatory response, and a shift toward lymphocyte Th1 differentiation (Kierdorf and Fritz, 2013; Traoré et al., 2016).

Due to inherent bias in the length, conservation, and nucleotide composition of 3′UTR gene portions, target prediction tools suffer some imperfection that can result in prediction inaccuracy. Therefore, computational target predictions require experimental validation to provide more conclusive answers. Our efforts were restricted to seed sequence length of 7 nucleotides for practical reasons; in reality, these may range from 6 to 8 nucleotides.

There is as yet no general mechanistic framework describing how RNA trafficking is programmed; whether and how EV cargo is targeted, what needs to be co-delivered, and how a given miRNA may be integrated into a functional pathway in a recipient cell remain unknown (Claycomb et al., 2017). Cross-species and cross-kingdom communication relying on RNA is a young research field that holds promise for the design of novel diagnostic and disease control strategies. Based on presence or absence of miRNA candidates in each dataset, this approach does not address the quantitative dynamics of sequences with immunomodulatory properties. Here, we propose a simplistic multi-species comparative approach to identify clustering patterns among miRNA sequence-based regulatory networks across organisms. With increasing parasite miRNA collections with improved data depth and quality, this work will certainly find even more resonance and significance in a near future.

## Data Availability Statement

The miRNA sequencing data have been deposited to GEO (NCBI) with the dataset GSE144289. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaíno et al., 2014) partner repository with the dataset PXD017352. The analysis codes are available upon request to the corresponding author.

## Author Contributions

TD and LT designed the study and wrote the manuscript. TD, JS, and LT carried out the experiments and analyzed the data. RK and LM assisted in processing the data. All authors read and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Extracellular Vesicle-Contained microRNA of C. elegans as a Tool to Decipher the Molecular Basis of Nematode Parasitism
**Source:** Front Cell Infect Microbiol. 2020 May 25;10:217. doi: 10.3389/fcimb.2020.00217
**Supplement:** Supplementary file 7

miRNA sequencing – quality control and read statistics

1) RNA sample - Bioanalyzer

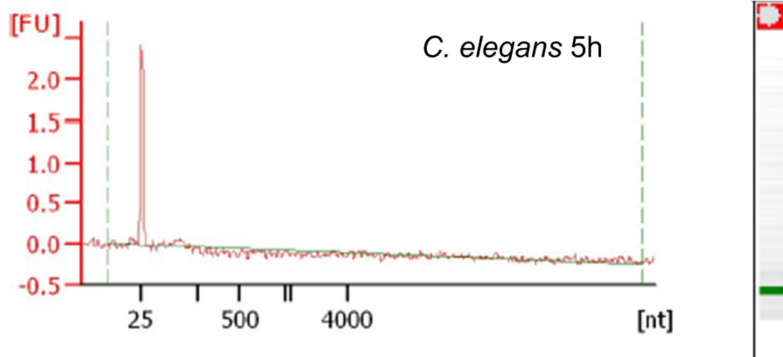

Overall results for *C. elegans* 5h

RNA Area:	1.2
RNA Concentration:	6 pg/μl
rRNA Ratio [28s / 18s]:	0.0
RNA Integrity Number (RIN):	N/A (B.02.08)
Result Flagging Color:	
Result Flagging Label:	RIN N/A

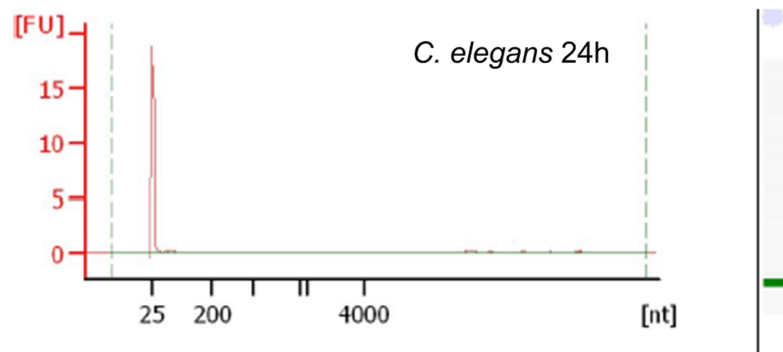

Overall results for *C. elegans* 24h

RNA Area:	2.7
RNA Concentration:	13 pg/μl
rRNA Ratio [28s / 18s]:	0.0
RNA Integrity Number (RIN):	1 (B.02.08)
Result Flagging Color:	
Result Flagging Label:	RIN:1

2) cDNA library – Bioanalyzer

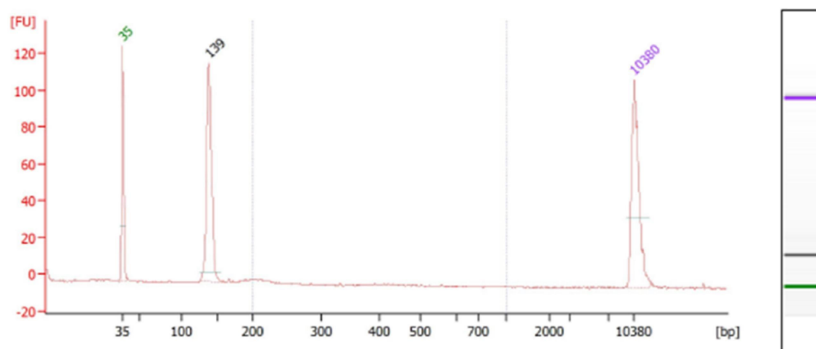

Overall results for *C. elegans* 5h

Number of peaks found: 1   Corr. Area 1: 6.8
Noise: 0.3

Peak table

Peak	Size [bp]	Conc. [pg/μl]	Molarity [pmol/l]	Observations
1	35	125.00	5,411.3	Lower Marker
2	139	227.13	2,484.3	
3	10,380	75.00	10.9	Upper Marker

Region table

From [bp]	To [bp]	Corr. Area	% of Total	Average Size [bp]	Size distribution in CV [%]	Conc. [pg/μl]	Molarity [pmol/l]	Color
200	1,000	6.8	3	235	28.5	7.20	49.7	Blue

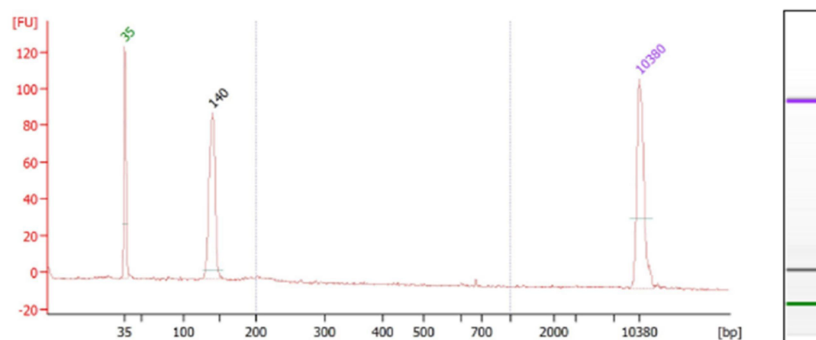

Overall results for *C. elegans* 24h

Number of peaks found: 1   Corr. Area 1: 14.5
Noise: 0.4

Peak table

Peak	Size [bp]	Conc. [pg/μl]	Molarity [pmol/l]	Observations
1	35	125.00	5,411.3	Lower Marker
2	140	212.74	2,302.4	
3	10,380	75.00	10.9	Upper Marker

Region table

From [bp]	To [bp]	Corr. Area	% of Total	Average Size [bp]	Size distribution in CV [%]	Conc. [pg/μl]	Molarity [pmol/l]	Color
200	1,000	14.5	6	302	53.2	15.60	97.4	Blue

3) Read statistics

miRNA sequencing – read statistics									
<i>C. elegans</i> 5h				<i>C. elegans</i> 24h					
lib	Type	Total	% of total	Unique	% of unique	Total	% of total	Unique	% of unique
**Raw reads**	NA	13733359	100	531323	100	11198407	100	432627	100
**3ADT&length filter**	Sequence type	4208636	30.65	353554	66.54	872979	7.8	244894	56.61
**Junk reads**	Sequence type	35766	0.26	1845	0.35	7078	0.06	1174	0.27
**Rfam**	RNA class	1553173	11.31	8919	1.68	211355	1.89	4222	0.98
**mRNA**	RNA class	92831	0.68	2678	0.5	39516	0.35	617	0.14
**Repeats**	RNA class	9047	0.07	183	0.03	5634	0.05	126	0.03
**valid reads**	Sequence type	7851394	57.17	164337	30.93	10066020	89.89	181707	42
**rRNA**	RNA class	777015	5.66	5932	1.12	139438	1.25	2699	0.62
**tRNA**	RNA class	105366	0.77	1662	0.31	49690	0.44	999	0.23
**snoRNA**	RNA class	3860	0.03	171	0.03	2595	0.02	102	0.02
**snRNA**	RNA class	3648	0.03	83	0.02	2768	0.02	66	0.02
**other Rfam RNA**	RNA class	663284	4.83	1071	0.2	16864	0.15	356	0.08

# Supplementary material for: Extracellular Vesicle-Contained microRNA of C. elegans as a Tool to Decipher the Molecular Basis of Nematode Parasitism
**Source:** Front Cell Infect Microbiol. 2020 May 25;10:217. doi: 10.3389/fcimb.2020.00217
**Supplement:** Supplementary file 8

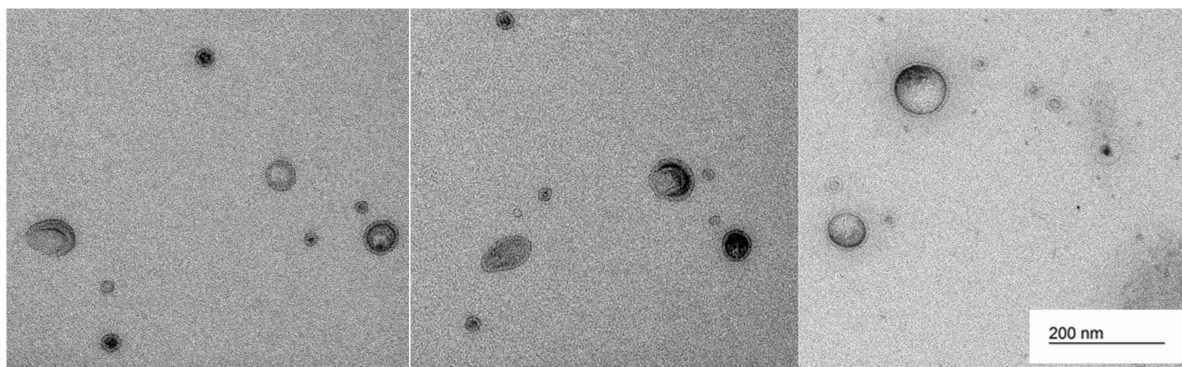

Supplementary Figure 1. Characterization of extracellular vesicles by transmission electron microscopy. Representative images from three independent EV isolations. The typical deflated ball shape of exosomes can be observed.

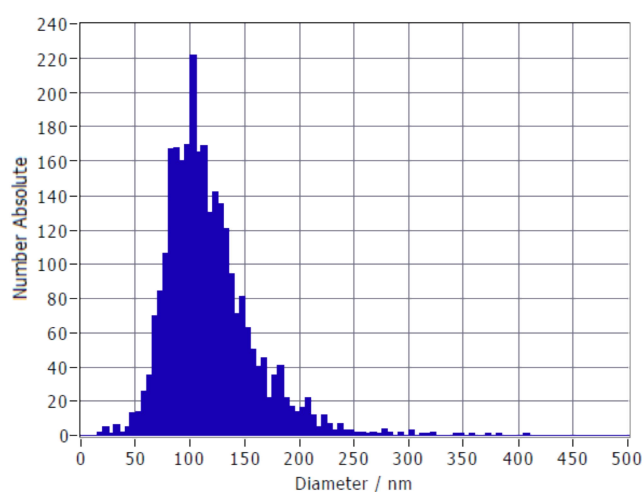

Supplementary Figure 2. Nanoparticle tracking analysis of EVs in *C. elegans* processed culture media. Size distribution of observed EVs in a diluted sample collected after 24 h incubation.

How the deposited data were processed for this re-analysis (not part of the article)

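Small RNA was sequenced from the EV-enriched medium of C. elegans after 5 h and 24 h in M9 buffer, with 1 library per incubation time, each from RNA pooled from 2 incubations. The RNA concentration that the study lists was 6 pg/µl at 5 h and 13 pg/µl at 24 h. The deposited table gives for each mature sequence an expected count per library, in which reads that fit several entries are split. It also gives the authors' normalized value, a signal equal to the expected count times 1 factor per library. This constant was checked for all entries of both libraries. Before this step the authors' program, ACGT101-miR, had removed adapters and common RNA families and had mapped the sequences to miRBase release 22 precursors. The authors' summary lists 13733359 raw reads at 5 h and 11198407 at 24 h, of which 11.31% and 1.89% were assigned to Rfam families and 30.65% and 7.8% were removed for adapter or length.

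A high confidence miRNA was a different sequence of group 1 or 2a with at least 10 copies in either library, and copies of a sequence listed at several places were summed. Seeds were nucleotides 2 to 8. Families came from Supplementary Table S4. Ratios of 24 h to 5 h used the authors' factors, and alternatives used the total of groups 1 and 2a, the valid reads, edgeR 4.0.16 TMM factors and DESeq2 1.42.0 size factors in R 4.3.3, for which the expected counts were rounded. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The pseudocount for Pearson's r was 1. Random lists were drawn 10000 times from the 20 miRNAs nearest in mean expression to each member, and thinning was drawn 1000 times, both with a fixed seed of 7. On simulated data the intervals of the ratio held the true value in 949 of 1000 simulations, 89 of 100 lists shifted by 2 on the log2 scale fell below the lower 95% limit, and 6 of 100 unshifted lists fell outside the limits. With 1 library each, counts were compared with counting intervals and no test between incubation times was made. All directions rest on the assignment of the libraries by the main text and the sample labels, which the pooling notes of Supplementary Table S1 contradict. The listed RNA concentrations, 1 value per library, cannot decide this.

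It had been planned to give a bound from 3 copies for a miRNA listed at 0. The table lists no count between 0 and its smallest listed count, so it appears to hold only values above a minimum, and this bound was not used: such miRNAs are given as listed at 0, without a ratio. For list medians and counts of miRNAs more than 2 times higher or lower, a listed 0 was set to the smallest listed count.

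The miRNAs named were every miRNA, family and seed that the paper names in its text or Table 1, the 15 most abundant of each library, the 5 highest and 5 lowest ratios among high confidence miRNAs with at least 100 copies in one library, the members of the miR-35 to miR-41 and miR-54 to miR-56 clusters, and the 10 most abundant sequences of group 3. This rule and the lists of miRNAs were set before the calculations, but the values of Supplementary Table S3, which lists the same sequences, had been read by then. Among the miRNAs of the rule, shares are printed for the 5 most abundant of each library, a choice made after the values were seen, and ratios are printed for the families other than MIR-87, the 15 most abundant, the extremes and the clusters. The match of each sequence to the genome was not analysed here.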

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

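The tests of the thinned library, of expression level and of GC content were set before their results were seen, the other tests after. For expression level and GC content, the 95% interval of rho and a second measure of expression were added to the criteria after the values were seen, and for expression level the miRNAs with at least 100 copies in one library took the place of those with 10 in both. The reading of the thinned library was made more cautious, raw reads and copies were added to valid reads, and all sequences of group 3 were added to the test of spread, after the values were seen.

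Sequences outside groups 1 and 2a, which the paper lists but does not analyse, gave signal in both libraries. Group 3, sequences with a miRBase name that the authors could not map to the C. elegans genome, had 41714.5 copies at 5 h and 32661 at 24 h. Group 2b had 72 and 73 copies. Group 4 had 487 and 118.

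Group 3 and the substituted let-7 together held 25.9% of all copies in the table at 5 h and 50.4% at 24 h. Sequencing errors of C. elegans let-7 would stay below the sequence they come from, but the let-7 isoform extended by 1 base had 8.08 copies with the substitution for each copy without it at 5 h (6.31 to 10.5) and 13.6 at 24 h (9.82 to 19.2). RNA from another organism is a candidate explanation, since it would bring its miRNAs in fixed proportions: the log2 ratios of 24 h to 5 h of 10 sequences with names found across animals had an SD of 0.300, below all of 10000 random lists of C. elegans miRNAs, whose 5th percentile was 1.15, and all 15 sequences of group 3 and the substituted let-7 with 100 or more copies had a wider SD of 0.566, with a lowest ratio of -1.68, also below all random lists (1.29). The test names no organism. RNA editing or a strain variant at the let-7 gene cannot be told apart from this by the ratios. The ratio of the substituted let-7, -0.14, lies within the range of the others, -0.49 to 0.66. Editing or a variant need not put it outside, so this decides nothing. The worms were of the N2 strain, and the authors could not map the extended isoform with the substitution to the C. elegans genome. No genome sequence of the strain was used here.

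Fewer high confidence miRNAs were found at 24 h than at 5 h, 67 against 91. The number of reads sequenced does not account for it as the whole cause, since high confidence copies at 24 h were 0.317 times those at 5 h, while raw reads were 0.815 times and valid reads 1.28 times. A loss of the rarer sequences whatever their identity is argued against as the whole cause, since 3 sequences of 100 or more copies at 5 h were listed at 0 at 24 h, while 18 of the 48 sequences that had fewer copies than these at 5 h, and at least 10, had 10 or more at 24 h. Fewer miRNA copies at 24 h cannot be told apart from other causes: the thinned 5 h library kept 73.3 miRNAs on average (70 to 76), a range that covers counting error only, and 1 library each does not show the spread between libraries. The substituted let-7, with 10.2% of the high confidence copies at 5 h and 24.5% at 24 h, was included. Thinning without it was not run. The incubation time itself, RNA quality and library preparation stay open as untested, as does an exchange of the 2 libraries. The listed RNA concentration, higher at 24 h, is 1 value per library and cannot decide on an exchange.

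Members of the miR-35 to miR-41 cluster moved apart between the libraries, although their precursors lie side by side. Counting error does not account for it, since the highest lower limit of their log2 ratios exceeded the lowest upper limit by 3.47. Compression of high against low abundance between the libraries is neither shown nor excluded. Within the cluster the log2 ratio fell with mean expression, with a Spearman's rho of -0.96 over 7 members. Over the 58 miRNAs with 10 or more copies in both, rho was -0.55 (-0.71 to -0.35), or -0.48 with the mean of the log2 values. A rare miRNA is among these 58 only if it did not fall much. Over the 51 with at least 100 copies in one library, rho was -0.24 (-0.49 to 0.035), or -0.10 with the mean of the log2 values. Over all 100 it was -0.011, with a listed 0 set to the smallest listed count. GC content of the mature sequence cannot be told apart from chance at this number of miRNAs, with a rho of -0.14 (-0.39 to 0.12) overall and -0.76 in the cluster. A difference between the incubation times in the release or stability of single miRNAs was not tested.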

How the results depend on the processing

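No paired analysis was possible because each incubation time has 1 library, and for the same reason no replicate could be left out. Except for those listed next, the alternatives were set before the calculations, but after the values of Supplementary Table S3 had been read. These were chosen after the results were seen: leaving out the substituted let-7, counting only sequences that match their own precursor, counting only miRNAs with 10 or more copies in both libraries, the scalings of the list medians, list medians over members with 10 or more copies in both libraries, and sequences of all groups as carriers of a seed. The match of each sequence to the genome was not run, since no genome sequence was used here, which leaves 3 alternatives without a value. The number of high confidence miRNAs stayed within 1.5 times under 11 of 12 alternatives. With all mapping groups it was 157 in total, 138 at 5 h and 106 at 24 h. The overlap was 4 in the top 5, 7 in the top 10, 13 in the top 20 and 24 in the top 30, which are different list lengths by construction. At the length of 15 it was 11 with all mapping groups and 12 under the 2 others. Pearson's r was 0.825 among miRNAs with copies in both libraries, which leaves out those listed at 0. The miRNAs more than 2 times higher and lower at 24 h were 36 and 28 when scaled by the high confidence total, 7 and 24 at 100 copies or more, and 11 and 21 with 10 or more copies in both. The number of seeds was 98 with all mapping groups and 33 with 10 copies in both libraries. Sequences per family were LET-7 3, MIR-54 3, MIR-2 1, MIR-279 2 and MIR-87 0 at 10 copies in each library, and LET-7 3, MIR-279 2 and MIR-87 1 at 50 copies in one library. Each scaling moves all ratios by the same amount on the log2 scale, by construction, 1.40 for the high confidence total, -0.62 for the valid reads, 0.79 for edgeR TMM and 0.42 for DESeq2. No scaling changes the order of the miRNAs, and these 2 libraries alone do not show which scaling is right. The smallest listed count, 4.5 at 5 h and 5 at 24 h, limits what can be said of rare miRNAs. For the other changes the cause was not tested.

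Scaled by the high confidence total, the log2 ratios were 1.26 for LET-7, -0.39 for MIR-10, 3.70 for MIR-34, 1.20 for MIR-8, 0.70 for MIR-71, 0.0058 for MIR-54, -0.28 for BANTAM, -1.56 for MIR-2, -0.33 for MIR-36, -0.67 for MIR-29, 1.92 for MIR-279, -0.81 for miR-80-3p, -0.14 for miR-56-3p, -0.70 for miR-35-3p, 1.26 for the substituted let-7, -1.81 for miR-52-5p, -0.090 for miR-51-5p, 1.43 for miR-36-3p, -0.36 for miR-37-3p, 3.03 for miR-38-3p, 2.96 for miR-39-3p, -0.016 for miR-40-3p, 3.12 for miR-41-3p, -4.12 for miR-42-3p, -0.76 for miR-54-3p, 0.73 for miR-55-3p, -2.14 for miR-237-5p, -1.58 for lin-4-5p, 3.22 for miR-83-3p, 2.98 for miR-48-5p, 2.93 for mir-5592-1-p3, -1.27 for miR-228-5p, -1.53 for miR-49-3p, 1.62 for miR-82-3p, -0.80 for miR-72-5p, 0.90 for miR-238-3p, 2.45 for miR-90-3p and 2.03 for the miR-1 sequence. Of these, LET-7, MIR-71, the substituted let-7, miR-55-3p and miR-238-3p changed sign beyond the counting interval. The list medians under the same scaling were 0.71 for MIR-36 family, 0.36 for LET-7 family, -1.86 for lin-4 family, 1.49 for BANTAM family, -0.14 for ACCCGUA seed group, 1.61 for miR-64 group, -1.41 for MIR-2 family, 0.84 for MIR-29 family, 0.58 for MIR-279 family, 0.91 for MIR-281 family, 0.11 for heterochronic miRNAs, 1.98 for muscle miR-1, -1.15 for neuron miR-124, miR-234 and miR-791, -1.65 for glia miR-228, 1.43 for miR-35 to miR-41 cluster, -0.14 for miR-54 to miR-56 cluster and -0.78 for passenger strands. The sign differed from the authors' normalization for MIR-36 family, LET-7 family, MIR-29 family, MIR-279 family, MIR-281 family and heterochronic miRNAs. Scaled by the valid reads, the log2 ratios were -0.76 for LET-7, -2.40 for MIR-10, 1.68 for MIR-34, -0.82 for MIR-8, -1.32 for MIR-71, -2.01 for MIR-54, -2.29 for BANTAM, -3.58 for MIR-2, -2.34 for MIR-36, -2.68 for MIR-29, -0.095 for MIR-279, -2.83 for miR-80-3p, -2.15 for miR-56-3p, -2.72 for miR-35-3p, -0.76 for the substituted let-7, -3.83 for miR-52-5p, -2.11 for miR-51-5p, -0.58 for miR-36-3p, -2.37 for miR-37-3p, 1.01 for miR-38-3p, 0.94 for miR-39-3p, -2.03 for miR-40-3p, -2.77 for miR-54-3p, -1.29 for miR-55-3p, -4.15 for miR-237-5p, -3.59 for lin-4-5p, 1.20 for miR-83-3p, 0.96 for miR-48-5p, 0.91 for mir-5592-1-p3, -3.29 for miR-228-5p, -3.55 for miR-49-3p, -0.39 for miR-82-3p, -2.82 for miR-72-5p, -1.11 for miR-238-3p, 0.44 for miR-90-3p and 0.014 for the miR-1 sequence. Of these, miR-82-3p changed sign beyond the counting interval. The list medians under the same scaling were -1.31 for MIR-36 family, -1.66 for LET-7 family, -3.87 for lin-4 family, -0.52 for BANTAM family, -2.15 for ACCCGUA seed group, -0.41 for miR-64 group, -3.43 for MIR-2 family, -1.17 for MIR-29 family, -1.43 for MIR-279 family, -1.10 for MIR-281 family, -1.90 for heterochronic miRNAs, -0.034 for muscle miR-1, -3.17 for neuron miR-124, miR-234 and miR-791, -3.66 for glia miR-228, -0.58 for miR-35 to miR-41 cluster, -2.15 for miR-54 to miR-56 cluster and -2.79 for passenger strands. The sign differed from the authors' normalization for BANTAM family, miR-64 group, muscle miR-1 and miR-35 to miR-41 cluster. Scaled by edgeR TMM, the log2 ratios were 0.65 for LET-7, -1.00 for MIR-10, 3.09 for MIR-34, 0.59 for MIR-8, 0.089 for MIR-71, -0.60 for MIR-54, -0.89 for BANTAM, -2.17 for MIR-2, -0.93 for MIR-36, -1.27 for MIR-29, 1.31 for MIR-279, -1.42 for miR-80-3p, -0.75 for miR-56-3p, -1.31 for miR-35-3p, 0.65 for the substituted let-7, -2.42 for miR-52-5p, -0.70 for miR-51-5p, 0.83 for miR-36-3p, -0.97 for miR-37-3p, 2.42 for miR-38-3p, 2.35 for miR-39-3p, -0.62 for miR-40-3p, 2.51 for miR-41-3p, -4.73 for miR-42-3p, -1.36 for miR-54-3p, 0.12 for miR-55-3p, -2.75 for miR-237-5p, -2.19 for lin-4-5p, 2.61 for miR-83-3p, 2.37 for miR-48-5p, 2.32 for mir-5592-1-p3, -1.88 for miR-228-5p, -2.14 for miR-49-3p, 1.01 for miR-82-3p, -1.41 for miR-72-5p, 0.29 for miR-238-3p, 1.84 for miR-90-3p and 1.42 for the miR-1 sequence. Of these, LET-7, the substituted let-7, miR-55-3p and miR-238-3p changed sign beyond the counting interval. The list medians under the same scaling were 0.10 for MIR-36 family, -0.25 for LET-7 family, -2.47 for lin-4 family, 0.88 for BANTAM family, -0.75 for ACCCGUA seed group, 1.00 for miR-64 group, -2.02 for MIR-2 family, 0.24 for MIR-29 family, -0.025 for MIR-279 family, 0.30 for MIR-281 family, -0.50 for heterochronic miRNAs, 1.37 for muscle miR-1, -1.76 for neuron miR-124, miR-234 and miR-791, -2.25 for glia miR-228, 0.83 for miR-35 to miR-41 cluster, -0.75 for miR-54 to miR-56 cluster and -1.38 for passenger strands. The sign differed from the authors' normalization for MIR-36 family, MIR-29 family and MIR-281 family. Scaled by DESeq2 size factors, the log2 ratios were 0.29 for LET-7, -1.36 for MIR-10, 0.22 for MIR-8, -0.28 for MIR-71, -0.97 for MIR-54, -1.25 for BANTAM, -2.54 for MIR-2, -1.30 for MIR-36, -1.64 for MIR-29, 0.95 for MIR-279, -1.79 for miR-80-3p, -1.11 for miR-56-3p, -1.67 for miR-35-3p, 0.29 for the substituted let-7, -2.79 for miR-52-5p, -1.06 for miR-51-5p, 0.46 for miR-36-3p, -1.33 for miR-37-3p, 2.05 for miR-38-3p, 1.98 for miR-39-3p, -0.99 for miR-40-3p, -1.73 for miR-54-3p, -0.25 for miR-55-3p, -3.11 for miR-237-5p, -2.55 for lin-4-5p, 2.24 for miR-83-3p, -2.25 for miR-228-5p, -2.50 for miR-49-3p, 0.65 for miR-82-3p, -1.78 for miR-72-5p, -0.073 for miR-238-3p, 1.48 for miR-90-3p and 1.05 for the miR-1 sequence. Of these, LET-7 and the substituted let-7 changed sign beyond the counting interval. The list medians under the same scaling were -0.27 for MIR-36 family, -0.61 for LET-7 family, -2.83 for lin-4 family, 0.52 for BANTAM family, -1.11 for ACCCGUA seed group, 0.64 for miR-64 group, -2.39 for MIR-2 family, -0.13 for MIR-29 family, -0.39 for MIR-279 family, -0.063 for MIR-281 family, -0.86 for heterochronic miRNAs, 1.01 for muscle miR-1, -2.12 for neuron miR-124, miR-234 and miR-791, -2.62 for glia miR-228, 0.46 for miR-35 to miR-41 cluster, -1.11 for miR-54 to miR-56 cluster and -1.75 for passenger strands. No list median changed sign. Over only the members with 10 or more copies in both libraries, which leaves out those listed at 0, the list medians were -0.14 for LET-7 family, -1.84 for ACCCGUA seed group, 0.22 for miR-64 group, -2.81 for MIR-2 family, 0.41 for MIR-279 family, -0.35 for heterochronic miRNAs, -1.20 for neuron miR-124, miR-234 and miR-791, -2.67 for glia miR-228 and 1.41 for passenger strands. The sign differed from that over all members for MIR-279 family (2 of 4 members left) and passenger strands (2 of 19 members left). With the copies of all sequences of the table as the denominator, the shares were LET-7 8.49% at 5 h and 16.2% at 24 h, MIR-10 10.7% at 5 h and 6.48% at 24 h, MIR-34 0.152% at 24 h, MIR-8 0.0894% at 5 h and 0.163% at 24 h, MIR-71 0.411% at 5 h and 0.529% at 24 h, MIR-54 13.3% at 5 h and 10.6% at 24 h, BANTAM 15.6% at 5 h and 10.2% at 24 h, MIR-2 0.746% at 5 h and 0.201% at 24 h, MIR-36 15.0% at 5 h and 9.54% at 24 h, MIR-29 1.19% at 5 h and 0.596% at 24 h, MIR-279 0.320% at 5 h and 0.964% at 24 h, MIR-87 0.101% at 24 h, miR-80-3p 13.9% at 5 h and 6.30% at 24 h, miR-56-3p 11.2% at 5 h and 8.07% at 24 h, miR-35-3p 8.47% at 5 h and 4.15% at 24 h, the substituted let-7 8.40% at 5 h and 16.0% at 24 h, miR-52-5p 8.10% at 5 h and 1.83% at 24 h, miR-51-5p 5.05% at 5 h and 3.77% at 24 h, ACCCGUA 27.0% at 5 h and 16.5% at 24 h, GAGAUCA 15.3% at 5 h and 9.59% at 24 h, GAGGUAG 8.49% at 5 h and 16.2% at 24 h, GAUAUGU 0.397% at 5 h and 1.62% at 24 h, UCAUCAG 0.466% at 5 h and 0.279% at 24 h and AUGACAC 0.215% at 5 h and 0.557% at 24 h. With sequences of all groups counted as carriers of a seed too, an alternative chosen after seeing the data, the shares were ACCCGUA 34.3% at 5 h and 29.7% at 24 h, GAGAUCA 15.3% at 5 h and 9.59% at 24 h, GAGGUAG 8.73% at 5 h and 16.7% at 24 h, GAUAUGU 0.397% at 5 h and 1.62% at 24 h, UCAUCAG 0.466% at 5 h and 0.279% at 24 h and AUGACAC 0.215% at 5 h and 0.557% at 24 h. Without the substituted let-7 in the total, an alternative chosen after seeing the data, the shares were LET-7 0.116% at 5 h and 0.341% at 24 h, MIR-10 14.4% at 5 h and 13.1% at 24 h, MIR-34 0.307% at 24 h, MIR-8 0.330% at 24 h, MIR-71 0.556% at 5 h and 1.07% at 24 h, MIR-54 18.0% at 5 h and 21.5% at 24 h, BANTAM 21.1% at 5 h and 20.7% at 24 h, MIR-2 1.01% at 5 h and 0.407% at 24 h, MIR-36 20.4% at 5 h and 19.3% at 24 h, MIR-29 1.61% at 5 h and 1.21% at 24 h, MIR-279 0.433% at 5 h and 1.95% at 24 h, MIR-87 0.204% at 24 h, miR-80-3p 18.9% at 5 h and 12.8% at 24 h, miR-56-3p 15.1% at 5 h and 16.3% at 24 h, miR-35-3p 11.5% at 5 h and 8.39% at 24 h, the substituted let-7 0% at 5 h and 0% at 24 h, miR-52-5p 11.0% at 5 h and 3.71% at 24 h and miR-51-5p 6.83% at 5 h and 7.63% at 24 h.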

Differences from the paper's values

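No value that the paper states for these libraries differed from the one computed here by more than 1.5 times. Smaller differences were as follows. High confidence miRNAs at 10 copies or more numbered 91 at 5 h and 67 at 24 h, against the paper's 94 and 69. Counting table entries with any copy in the library gave 94 and 68, a way of counting chosen after the values were seen. The paper's text counts 11 miRNAs shared by the 15 most abundant of each library, against 12 here. Its Table 1 marks 12 names in bold in each column, the same 12 as here, and all 15 names of each column stand at the same rank. With sequences of all mapping groups ranked together, an alternative set before the calculations, the overlap was 11.

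The paper describes the C. elegans profile as different from that of parasitic nematodes, in which miR-100 isoforms, bantam, miR-71 and miR-279 lead. By MirGeneDB name, bantam (miR-80-3p, number 1 and 3) and MIR-10-P2 (miR-51-5p, number 6 and 5) were among the 10 most abundant of both libraries, whereas miR-71-5p (24 and 25) and miR-44-3p of the MIR-279 family (30 and 16) were not. The paper also states that miR-100, miR-92, miR-279 and miR-137 are missing from the high confidence list. This holds for the miRBase names, with 0 sequences each, while the MirGeneDB families MIR-92, MIR-279 and MIR-137 had 2, 4 and 1 high confidence sequences.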

Other observations

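Groups of miRNAs were named before the calculations, but after the values of Supplementary Table S3 had been read. They differed in how they stood in the 24 h library against the 5 h library. The values below are the median log2 ratio of each list and its percentile among 10000 random lists of the same size and similar expression. They describe these 2 libraries and are not tests. The median over all 100 high confidence miRNAs was -1.31, with a listed 0 set to the smallest listed count. Where a list has members listed at 0, the median over its members with 10 or more copies in both libraries is given too, an alternative chosen after the values were seen.

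Below 0 under each scaling were the lin-4 family of lin-4 and miR-237 (median -3.25, percentile 0.880), glial miR-228 (-3.04, 11.1; 1 of 2 in both, -2.67), the MIR-2 family (-2.81, 2.98; miR-2-3p alone in both, with this value), the ACCCGUA seed group (-1.53, 52.3; 6 of 7 in both, -1.84) and the miR-54 to miR-56 cluster (-1.53, 42.8). For passenger strands, neuronal miRNAs, MIR-279, LET-7 and heterochronic miRNAs, the median changed when members listed at 0 were left out. The passenger strands had -2.17 (percentile 8.19), below 0 under each scaling, but the 2 of 19 found in both had 1.41, above 0 under each. These 2 were unlike, with 2.64 for miR-34-5p (16 copies at 5 h and 83 at 24 h) and 0.18 (-0.27 to 0.63) for miR-71-3p. Only its MirGeneDB name makes miR-34-5p a passenger strand here. The other arm, miR-34-3p, had 19 copies at 5 h and 61 at 24 h, fewer than miR-34-5p at 24 h. The median of 1.41 therefore rests on this label. The neuronal miR-124, miR-234 and miR-791 had -2.55 (27.9), the value of miR-234-3p, with miR-791-3p listed at 0 at 24 h. miR-124-3p had 63 copies at 5 h and 58 at 24 h, and the 2 in both had a median of -1.20, which turned positive when scaled by the high confidence total. The MIR-279 family had -0.81 (69.6), positive when scaled by the high confidence total, but the 2 of 4 in both had 0.41, negative when scaled by valid reads. The LET-7 family had -1.03 (67.8) and the heterochronic miRNAs -1.28 (59.3), both positive when scaled by the high confidence total, but the 3 of 6 and 4 of 6 in both had -0.14 and -0.35, which turned positive also under TMM and DESeq2. Negative, but positive when scaled by the high confidence total or by TMM, were the MIR-36 family (-0.69, 55.7), the MIR-29 family (-0.55, 55.4) and the MIR-281 family of miR-46 and miR-47 (-0.48, 54.3). Positive, but negative when scaled by valid reads, were muscle miR-1 (0.59, 88.8), the miR-64 group (0.22, 92.5; 3 of 5 in both, with the same median), the BANTAM family (0.10, 93.0) and the miR-35 to miR-41 cluster (0.04, 90.8). A median gives each member the same weight. The summed copies of the BANTAM, MIR-36 and MIR-29 families and of the miR-35 to miR-41 cluster were lower at 24 h under each scaling, as were their most abundant members miR-80-3p, miR-35-3p and miR-49-3p. The let-7, miR-36 and miR-1 members include sequences with a substitution or an extension.

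Both arms of miR-250 were found, each in a different library. miR-250-3p had 317 copies at 5 h and was listed at 0 at 24 h, and miR-250-5p was listed at 0 at 5 h and had 17 copies at 24 h.

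Among the 37 sequences of group 3, 22 had no base substitution, 19 carried names of arthropod species and 10 names of mollusc or annelid species. The 10 most abundant carried the names miR-125, with 17444 copies at 5 h and 13482 at 24 h, miR-100 (17302 and 12577), miR-92a (1840.67 and 1550), miR-276 (1193 and 1509), miR-10 (992 and 879), let-7 extended by 1 base (574 and 542), miR-133 (395 and 365), miR-9 (306 and 253), miR-375 (228 and 249) and miR-8 (201 and 253). Of these 10, the sequences named miR-100, miR-92a, miR-10 and let-7 had a substituted base. The 7 sequences with names of insect type had a median log2 ratio of 0.69 with the authors' normalization, and the 11 with names found across animals, the substituted let-7 included, had a median of -0.01. These medians were not scaled otherwise.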
